# Combined Transcriptomic and Proteomic Profiling Uncovers Developmental Dynamics of Autophagy in the Cortex

**DOI:** 10.3390/biomedicines14040812

**Published:** 2026-04-02

**Authors:** Francesca Nuzzolillo, Clarissa Braccia, Annapaola Andolfo, Stefano de Pretis, Michela Palmieri

**Keywords:** autophagy, lysosome, cortical development, synapsis, transcriptomic, proteomic

## Abstract

**Background/Objectives:** Autophagy is an evolutionarily conserved degradation and recycling pathway through which cells deliver cytoplasmic components, including toxic or damaged proteins and organelles, to lysosomes for clearance. In neurons, which are largely post-mitotic, degradative pathways are essential to prevent the accumulation of cellular waste and to maintain nutrient and energy homeostasis. Increasing evidence suggests that autophagy plays a critical role during early brain development, when neuronal circuits are established, synaptic connections are refined, and activity-dependent mechanisms shape network architecture. However, the developmental regulation of autophagy-related genes and the composition of the autophagic machinery at synapses remain poorly understood. This study aimed to characterize the maturation-dependent dynamics of autophagy–lysosomal genes and to investigate the synaptic autophagy-associated proteome during cortical development. **Methods:** Genome-wide transcriptomic analyses were performed in the cortical brain region across developmental stages to assess changes in the expression of autophagy–lysosomal genes. In parallel, synaptosomes were isolated and subjected to proteomic analysis to identify autophagy-related proteins associated with synaptic compartments. **Results:** Transcriptomic profiling revealed stage-dependent regulation of autophagy–lysosomal genes during cortical maturation. Proteomic analysis of synaptosomes identified multiple autophagy-associated proteins enriched at synaptic sites, suggesting that components of the autophagic machinery are present at synapses and may participate in synaptic remodeling and function during key phases of neuronal network formation. **Conclusions:** These findings provide new insights into the developmental regulation of autophagy in the brain and highlight the potential contribution of synaptic autophagy to neuronal circuit maturation. Understanding these mechanisms may help identify novel therapeutic targets for neurological disorders associated with impaired synaptic and cellular homeostasis.

## 1. Introduction

Macroautophagy (hereafter referred to as autophagy) is an evolutionarily conserved process devoted to the elimination of detrimental cellular components like dysfunctional organelles, toxic macromolecules, and unfolded proteins [1]. It is particularly important in neurons, which are post-mitotic cells, metabolically very active, and highly vulnerable to any loss of cellular homeostasis [2]. Consistent with this, defective autophagy function has been linked to aging and neurodegenerative diseases [3,4,5]. Interestingly, increasing evidence also indicates that autophagy is involved in multiple stages of neurodevelopment, including neuronal differentiation, neurite overgrowth, neurite guidance, and the formation and refinement of synaptic connections. For instance, loss of the autophagy-related gene 5 (*Atg5*) in dividing neural progenitor cells (NPCs) within the adult hippocampus led to reduced autophagic flux and delayed neuronal maturation [6]. Similarly, deletion of *ATG7* in hypothalamic proopiomelanocortin (POMC) neurons caused loss of axonal projections, highlighting the essential role of autophagy in supporting axonal growth in vivo [7]. Moreover, disruption of core autophagy genes in rodent neurons has been shown to alter multiple aspects of synaptic function, including synaptic maturation, assembly, neurotransmitter release, and neuronal plasticity [8,9,10]. Furthermore, autophagy may regulate synapses by directly degrading key synaptic protein substrates. Post-synaptic scaffolds PSD-95, PICK1, and SHANK3, which are crucial for dendritic spine remodeling, were identified as autophagic cargos [8]. Finally, mutations in genes encoding for regulators and components of the autophagic-lysosomal system have been linked to neurodevelopmental disorders and childhood-onset neurological diseases [11,12,13,14]. All these findings suggest that autophagy regulates neuronal maturation and synaptic machinery at different levels; however, how it modulates all these processes is still unclear.

Recent omics-based studies, particularly RNA sequencing coupled with pathway enrichment analyses, have been extensively used to investigate autophagy, largely in the context of pathological conditions, highlighting the strong association between autophagy dysregulation and disease onset or progression. Alongside these advances, the identification of the transcription factors TFEB and TFE3, members of the basic helix–loop–helix leucine zipper family, has revealed the existence of a transcriptional program that coordinates the expression of autophagy and lysosomal genes [15,16,17]. Despite these important discoveries, most transcriptomic and bioinformatic analyses have focused on disease-related or stress-induced autophagy. Consequently, the regulation of autophagy under basal physiological conditions—particularly during brain development—remains largely unexplored. To investigate this, we performed a comprehensive transcriptomic analysis of the cortical brain region to define the core set of autophagy–lysosomal genes expressed throughout distinct stages of brain maturation, including neurogenesis, axon and dendritic growth, and synaptogenesis. To elucidate how autophagy contributes to synaptic function, we also characterized the proteomic landscape of synaptosomes, focusing on the autophagy-associated proteins that operate at developing synapses. These findings advance our understanding of how neuronal autophagy is developmentally regulated and whether it contributes to the establishment and maintenance of synaptic connectivity. Moreover, this work provides novel insight into mechanisms that may explain synaptic vulnerability in neurodevelopmental disorders and highlights potential therapeutic targets for these conditions.

## 2. Materials and Methods

### 2.1. Animals

Wild-type (WT) male and female mice (Mus musculus) were obtained from Charles River Laboratories (Calco, Italy) and housed in an SPF facility (IRCCS San Raffaele Scientific Institute, Milan, Italy), with a 12 h light/dark cycle and food and water ad libitum. All experiments involving animals were performed with authorization from the Italian Ministry of Health, according to international guidelines for animal welfare (European Directive 2010/63/EU).

### 2.2. Total RNA Extraction

Total RNA was extracted from the cerebral cortices of wild-type (WT) mice at embryonic day 16 (E16), postnatal day 5 (P5), and postnatal day 10 (P10) using the Qiagen RNeasy Mini Kit (74104), (Qiagen, Hilden, Germany), following the manufacturer’s instructions. Immediately after dissection, tissues were snap-frozen on dry ice and stored at −80 °C until RNA extraction. On-column DNase I digestion was performed to eliminate residual genomic DNA. RNA concentration and purity were measured using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Monza, Italy), and RNA integrity was assessed using an Agilent 2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA. Only samples with an RNA Integrity Number (RIN) ≥ 8 were used for downstream analyses.

### 2.3. Real-Time qPCR

Total RNA from six males and six females at each time point (E16, P5, and P10) was extracted and reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, 330404), starting from 1 µg of total RNA. Gene expression was analyzed by real-time PCR (qPCR) using a SYBR Green-based Master Mix (Thermo Fisher Scientific, 4364346). Reactions were performed in technical triplicates under standard amplification conditions, followed by a melting curve analysis to assess product specificity. Relative gene expression was calculated using the ΔΔCt method, with *cyclophilin* as the housekeeping gene. Data analysis was carried out using GraphPad Prism9.0 (Graphpad Software Inc., La Jolla, CA, USA) and differences were considered statistically significant at *p* < 0.05. The primers listed in Table 1 were used for real-time qPCR validation of autophagy–lysosomal genes selected from curated gene lists elaborated by Bordi and colleagues. These genes, representing autophagy regulators, lysosomal components, and core autophagy machinery, were analyzed in both male and female mice.

### 2.4. RNAseq and Data Processing

Total RNA was extracted from five to eight male and female WT cortices pooled together. Only high-quality RNA with an RNA Integrity Number (RIN) of 9 or higher was used. Library preparation and sequencing were performed with TruSeq RNA Library Preparation Kit v2 (Illumina Novaseq, Illumina, San Diego, CA, USA) by Genewiz. FASTQ sequencing reads were adapter-trimmed and quality-filtered with Trimmomatic [18] prior to mapping to the mm10 mouse reference genome: Genecodegenes.com v.M22 accessed 4 December 2024 (https://www.gencodegenes.org/mouse/) with STAR [19]. Gene counts were obtained using featureCounts [20]. Normalization and differential gene expression analysis (DEG) were performed with DESeq2 [21]. Only genes with sufficient expression levels were included in the DGE testing. Specifically, 9211 genes exhibiting an average expression of at least 5 FPKM and a minimum of 10 counts in at least one of the three profiled conditions (E16, P5, or P10) were considered for analysis. Heatmap visualization and clustering were performed using the R package pheatmap v.4.1.1. Gene ontology enrichment analysis and GSEA were performed using the R package clusterProfiler v.4.0.5 [22]. For Gene Ontology (GO) enrichment, the Biological Process (BP) ontology was interrogated using the genes belonging to each transcriptional cluster, which were analyzed separately. Enrichment *p*-values were adjusted for multiple testing using the Benjamini–Hochberg method to control the false discovery rate (FDR). The five most significantly enriched biological processes for each cluster (adjusted *p* < 0.05) were visualized using a dot plot.

### 2.5. Synaptosome Enrichment Procedure

Synaptosomes were isolated from the cerebral cortices of wild-type mice at postnatal days P5, P10, and P20, with three to four biological replicates per time point. For each replicate, half of the cortex from a male mouse and half from a female mouse were pooled. The extraction buffer was prepared using 0.32 M sucrose and 4 mM HEPES, supplemented with protease (04693132001, Merck, Darmstadt, Germany) and phosphatase inhibitors (4906845001, Merck, Germany) to preserve protein integrity. Cortical tissue was mechanically homogenized on ice using a Potter-Elvehjem homogenizer (Fisher Scientific, Monza, Italy). The homogenate was subjected to differential centrifugation as follows: 800× *g* for 3 min at 4 °C to remove nuclei and debris, followed by 800× *g* for 15 min at 4 °C, and finally 10,200× *g* for 15 min at 4 °C. The resulting pellet, containing the synaptosomal fraction, was carefully collected and resuspended in lysis buffer containing 1% SDS for downstream Western blot and proteomic analysis. Protein concentration of the synaptosomal lysates was quantified using the bicinchoninic acid (BCA) assay (Pierce™ BCA Protein Assay Kit, 23227, Thermo Fisher Scientific, Italy), following the manufacturer’s instructions. Equal amounts of protein (30 µg) were then processed for label-free quantitative proteomics.

### 2.6. Western Blotting

Protein lysates were separated by SDS-PAGE. Briefly, 10 µg of protein per sample was loaded onto 10% (TGX™ FastCast™ Acrylamide Kit, 1610175, Biorad, Segrate, Italy) or 12% gels (TGX™ FastCast™ Acrylamide Kit, 1610173, Biorad, Italy) and run in running buffer (25 mM Tris, 192 mM glycine, 0.1% SDS) at 100 V. Proteins were transferred onto nitrocellulose membranes using a semidry transfer system (Trans-blot Turbo Transfer system, 704150, Bio-Rad, Segrate, Italy) according to the manufacturer’s instructions. Blocking and incubation with primary and HRP-conjugated secondary antibodies (Jackson ImmunoResearch, West Grove, PA, USA) were performed in 5% milk in TBST (150 mM NaCl, 20 mM Tris-HCl, pH 7.6, 0.1% Tween-20). Primary antibodies used in this study are: anti-Rab5a (SC-46692, Santa Cruz Biotechnology, Dallas, TX, USA), anti-Rab11b (PA531348, Thermo Fisher Scientific, Italy), anti-Atp6v0l (NBP1-89342, Bio-techne, Minneapolis, MN, USA), anti-Atp6v1a (MA527730, Thermo Fisher Scientific, Italy), anti-Synapsin1 (106002, Synaptic Systems, Göttingen, Germany), anti-PSD95 (124011, Synaptic Systems, Germany), anti-VGLUT1 (135302, Synaptic Systems, Germany), anti-VGAT1 (131003, Synaptic Systems, Germany), and anti-VAMP2 (104211, Synaptic Systems, Germany). Chemiluminescent detection was carried out using a Chemidoc MP imaging system (12003154, Bio-Rad, Italy) with Western Sun (XLS063, Cyanagen, Italy) or Western Antares (XLS141, Cyanagen, Bologna, Italy) substrates.

### 2.7. Sample Preparation for Proteomic Analysis

Proteins were digested following the FASP (Filter Aided Sample Preparation) protocol [23]: disulfide bonds of cysteines were reduced with an incubation at 95 °C for 1 min with 50 µL of 0.1 M DTE (1,4-dithioerythritol) in Tris/HCl pH 7.4. After two centrifugation steps on Amicon Ultra-3K at 14,000× *g* for 10 min with a solution of 8 M urea, cysteine residues were alkylated with 100 µL 0.05 M IAA (iodoacetamide) in 8 M urea. Samples were centrifuged twice on Amicon Ultra-3K at 14,000× *g* for 10 min with a solution of 8 M urea and then incubated overnight at 37 °C in the presence of sequencing grade trypsin (Sigma-Aldrich, St. Louis, MO, USA) 1:50 (*w*/*w*), upon dilution of urea up to 2 M with 50 mM ammonium bicarbonate buffer. The obtained peptides were subsequently desalted using homemade Stage Tips C18.

### 2.8. LC-MS/MS Analysis

Desalted peptides were injected into a capillary chromatographic system (Vanquish™ Neo UHPLC System, Thermo Fisher Scientific) for peptide separations on a 75 µm i.d. × 15 cm reverse-phase silica capillary column, packed with a 1.9 μm ReproSil-Pur 120 C18-AQ (Dr. Maisch GmbH, Ammerbuch-Entringen, Germany). A 100 min gradient of eluents A (pure water with 0.1% *v*/*v* formic acid) and B (acetonitrile with 0.1% *v*/*v* formic acid) was used to achieve separation (from 3% to 29% of B in 88 min, 300 nL/min flow rate). MS analyses were performed using a Q-Exactive mass spectrometer (Thermo Scientific, Bremen, Germany) equipped with a nano-electrospray ion source (Proxeon Biosystems). Each sample was analyzed in technical triplicate for label-free quantitative proteomics. Full scan spectra were acquired with the lock-mass option, resolution set to 70,000, and mass range from *m*/*z* 300 to 2000. The ten most intense ions (charge exclusion: unassigned, 1, 6–8, >8) were selected to be fragmented (ddMS2). MS/MS spectra were acquired with resolution set to 17,500, NCE set to 25, and an isolation window of 2 *m*/*z*.

### 2.9. Data Processing and Statistical Analysis

Raw data were then analyzed by MaxQuant software (v. 1.6.1.0) [24] for label-free protein quantification based on the precursor intensity. Searches were performed with the following settings: trypsin as proteolytic enzyme; two missed cleavages allowed; carbamidomethylation on cysteine as fixed modification; protein N-terminus acetylation and methionine oxidation as variable modifications; mass tolerance was set to 5 ppm and to 20 ppm for precursor and fragment ions, respectively; mouse_proteome 20220525 (63,641 sequences; 28,558,480 residues) was used as database. An FDR (false discovery rate) of 1% was selected for both peptide and protein identification, with a minimum of two peptides per protein with at least one unique peptide. The complete dataset of identified and quantified proteins was processed using an in-house developed R script as follows: log transformation; filtering for proteins with at least a 50% quantification rate in one or more conditions; imputation of missing values. ANOVA post hoc with Tukey correction was performed to detect the dysregulated proteins. GO (Gene Ontology) analyses were performed using David software (v.6.8), freely available [25], setting a list of proteins known to be expressed in the brain. The alluvial plot was generated by categorizing the 37 significantly deregulated autophagy–lysosomal proteins into the functional groups defined by Bordi et al. and visualizing their distribution across categories using an in-house R script (available upon request). Hereafter, the term “deregulated” is used to refer to proteins whose abundance significantly changes across developmental stages, as determined by our proteomic analysis. These changes reflect the dynamic regulation of protein levels during cortical maturation and do not necessarily imply functional impairment or “dysfunction.”

## 3. Results

### 3.1. Identification of Distinct Differential Expression Patterns and Functional Gene Clusters in the Developing Cortex

To define the transcriptomic profile of genes deregulated during early phases of cortical development, we extracted total RNA from female and male littermates at E16 (embryonic day 16), P5 (postnatal day 5), and P10 (postnatal day 10), corresponding to the peak of neurogenesis, neuronal differentiation and early synaptogenesis, and synaptic maturation with circuit refinement, respectively. RNA samples were then subjected to sequencing using the Illumina NextSeq6000 system and analyzed to identify differentially expressed genes. 

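The authors deposited the number of reads that featureCounts assigned to each of 55376 mouse genes in 20 cortical libraries, without normalization. Of these libraries, 7 came from E16, 5 from P5 and 8 from P10, and the methods describe RNA from 5 to 8 male and female cortices pooled together. Each n given here counts libraries. The methods do not make clear whether each library is such a pool or a single cortex, so what the SD between libraries reflects is open. Between 32981999 and 51463726 reads per library were assigned to genes, with a median of 40220552 at E16, 45223359 at P5 and 42431836 at P10. The gene with the most counts took 0.731% to 0.818% of a library at E16 and 1.32% to 2.37% at P10. At these depths, 3 counts equal 0.0583 to 0.0910 CPM (counts scaled to the library total), a limit that covers counting error only. FPKM values were computed from the counts and the exon length that the deposited table lists for each gene. A mean FPKM of at least 5 and a mean count of at least 10 in the same stage, in at least 1 of the 3 stages, left 9899 genes. Counts were normalized by edgeR's TMM method, and the stages were compared by its quasi-likelihood test in one fit to all 20 libraries, with genes under a Benjamini-Hochberg adjusted p of 0.05 called DEGs. CPM values of single genes are TMM-normalized. Log2 fold changes are given with the standard error that the F statistic of the test implies. The labels and the paper name no sequencing batch or date.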

Principal Component Analysis (PCA) revealed a clear separation among the three different time points (Supplementary Figure S1A), indicating significant changes in the transcriptomic landscape throughout brain development. 

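Principal components were computed from log2 CPM of the 9899 genes, centred and not scaled. PC1 held 85.5% of the variance, with a mean score of -77.8 ± 3.31 (SD, n = 7) at E16, 21.6 ± 6.35 (SD, n = 5) at P5 and 54.5 ± 4.54 (SD, n = 8) at P10. PC2 held 5.28% of the variance and set P5, at -24.0 ± 1.24 (SD), apart from E16, at 4.44 ± 2.59 (SD), and P10, at 11.1 ± 5.51 (SD). Distances between the stage means on PC1 were larger than the spread between libraries of a stage. The input of the components moved the PC1 share most when each gene was scaled to unit variance, to 66.7%.

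**Figure D1:**
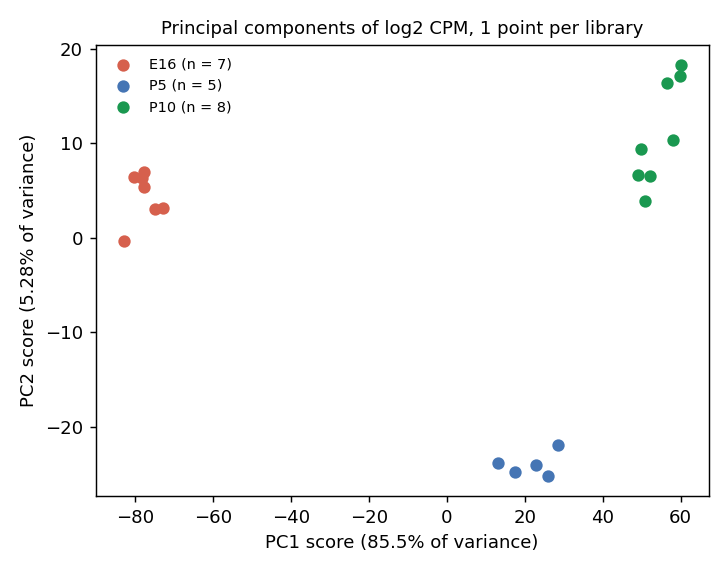
Scores of the 20 libraries on the first (PC1, x axis) and the second principal component (PC2, y axis) of log2 CPM, 1 point per library, coloured by stage. The 7 E16 libraries lie at the negative end of PC1, and the 5 P5 libraries lie below the other stages on PC2.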

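Of the 9899 genes tested, 9348 passed the threshold in at least 1 of the 3 comparisons between stages, 4736 passed it in all 3 and 551 in none. A change in the same direction from E16 to P5 and from E16 to P10 was called for 7432 genes, and opposite directions for 180. The spread between libraries of a stage was small, with a common biological coefficient of variation of 0.119 over all genes. The count rose most with no filter beyond a total count of at least 1, where 19931 of 38782 genes were called in at least 1 comparison.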

A total of 8766 genes were found to be differentially expressed (DEGs) along our time windows with a *p*-adjusted < 0.05. 

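Between E16 and P5, 4045 genes were higher and 4088 lower at P5, 8133 DEGs or 82.2% of the genes tested. P10 vs. E16 gave 8746 DEGs (88.4%) and P10 vs. P5 gave 6060 (61.2%). The median absolute log2 fold change of all genes tested was 0.50, 0.65 and 0.23 in the same order. No overlap between the P5 and E16 libraries was seen for 6967 genes, 70.4% of those tested, where 0.253% would be reached by chance. The threshold that moved the counts most was an added absolute log2 fold change of at least 1, which left 2262 DEGs for P5 vs. E16, 3239 for P10 vs. E16 and 442 for P10 vs. P5. Among the genes without overlap, the largest increase from E16 to P5 was that of Cplx3, a complexin gene on chromosome 9 of mm10 from 57599992 to 57606281, which rose from 0.0801 ± 0.0825 CPM (SD, n = 7) to 34.2 ± 9.62 CPM (SD, n = 5). Its fitted log2 fold change was 8.69 (standard error 0.34, adjusted p = 5.16e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The E16 mean lay within the 0.0583 to 0.0910 CPM that 3 counts equal, so the size and the first rank of this fold are uncertain. Vip followed with a log2 fold change of 7.00 (standard error 0.319, adjusted p = 6.42e-15 from the same test) and Gpr37l1 with 6.62. Hbb-y, an embryonic globin gene, had 0 counts in every P5 and P10 library and 81 to 281 counts at E16, so it was at least 69.3-fold lower at P5. The mean log2 CPM of 8 erythroid marker genes varied between the E16 libraries with an SD of 0.548 (n = 7). Neurog2, a proneural transcription factor gene, fell by 7.11 on the log2 scale (standard error 0.207, adjusted p = 5.26e-18 from the same test), and Eomes fell by 6.07.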

The largest transcriptomic changes occurred between E16 and P5 (7690 DEGs) and continued to P10 (8182 DEGs), while a smaller number of genes (5855 DEGs) changed between P5 and P10, reflecting a reduced scale of remodeling at later stages (Supplementary Figure S1B–D). A comprehensive examination of transcriptional profiles evidenced six distinct patterns throughout cortical development (Figure 1A). 

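Log2 CPM of the 9348 DEGs was scaled per gene and clustered with Euclidean distance and complete linkage, the defaults of the package the paper names, and the tree was divided into 6 groups. The groups held 3507, 824, 417, 748, 501 and 3351 genes, and groups 1 and 6 held 37.5% and 35.8% of the DEGs. Their order is that of the profiles in the plot of group means and carries no link to the cluster numbers of Figure 1A. The size of the largest group depended on the linkage, from 3507 genes with complete linkage to 4573 with average linkage.

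**Figure D2:**
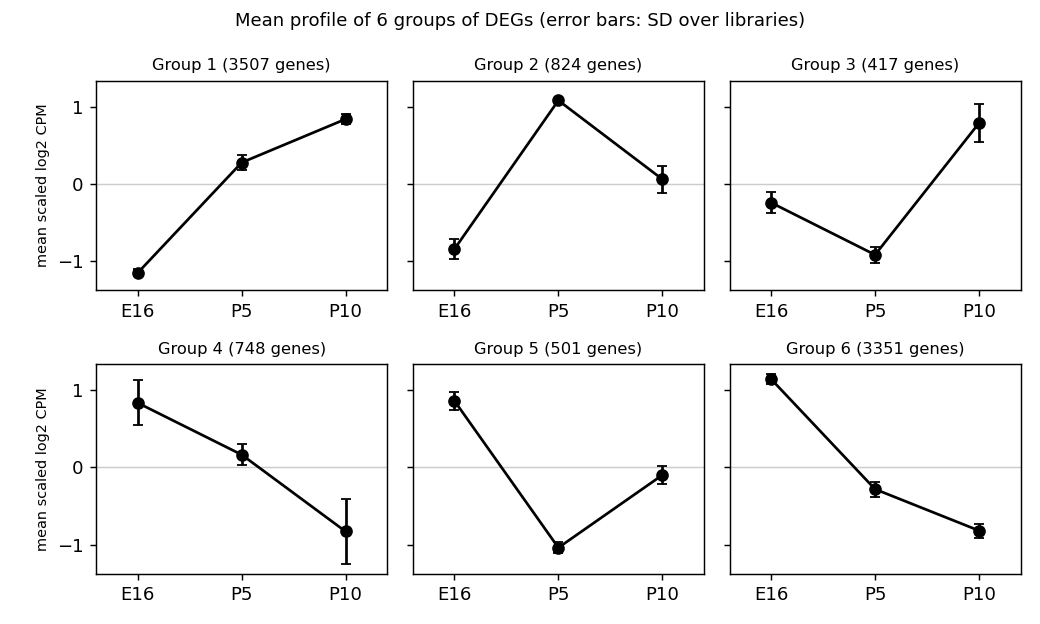
Mean scaled log2 CPM (y axis, SD units of each gene) at E16, P5 and P10 (x axis) of the genes in each of 6 groups of DEGs, with error bars showing the SD over the 7, 5 and 8 libraries. Groups 1 and 2 rise from E16 to P5, and groups 4, 5 and 6 start high at E16.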

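In group 1, the mean scaled value rose from -1.15 ± 0.0478 (SD over libraries, n = 7) at E16 to 0.276 ± 0.0964 at P5 (n = 5) and 0.838 ± 0.0664 at P10 (n = 8). Group 2 rose from -0.842 at E16 to 1.08 at P5 and was back at 0.0611 by P10. Group 3 fell from -0.243 at E16 to -0.917 at P5 before it rose to 0.786 at P10. Over all 9899 genes, 2075 (21.0%) were called higher both from E16 to P5 and from P5 to P10. Another 1246 were called higher from E16 to P5 without a call after it, and 724 were called higher and then lower. From P5 to P10, 452 were called higher without a call before it, and 551 were called higher after a fall.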

Genes in clusters 1, 2, and 3 are mostly low at E16 but increase at P5 and P10 (Figure 1A). These genes are involved in mitochondrial function, synapses, and neurotransmitter processing (Figure 1B). In contrast, genes in clusters 4, 5, and 6 are high at E16 but decrease by P5 or P10, and they are associated with nerve growth factor response, mRNA processing, and metabolism. 

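Over-representation was tested with Fisher's exact test for 18 terms of the mouse Reactome sets, in both directions of the 3 comparisons, against the 3467 genes tested that carry a Reactome annotation. The terms were chosen in advance, GO terms were not used here, and adjusted p values cover 108 tests by the Benjamini-Hochberg method. Respiratory electron transport had 79 of 91 genes higher at P10 than at E16, 86.8% against 43.4% of the background (adjusted p = 4.78e-17, Fisher's exact test). Between P5 and E16, 53 of its genes were higher (adjusted p = 0.00154, the same test). Transmission across chemical synapses had 108 of 136 genes higher at P5 than at E16, or 79.4% (adjusted p = 3.67e-20, Fisher's exact test), and 82 higher at P10 than at P5. For neurotransmitter release, 29 of 35 genes were higher at P5 than at E16 (adjusted p = 1.74e-06, Fisher's exact test). Group 1, the DEGs low at E16 and highest at P10, held 77 genes of respiratory electron transport and 98 of transmission across chemical synapses, with adjusted p values of 3.99e-21 and 1.24e-17 in the same exact test and against the same background. Mitochondrial translation did not pass the threshold in any comparison, but groups 4 and 5, both high at E16, held 15 and 12 of its genes, 2.19 and 2.83 times the expected numbers (adjusted p = 0.0226 and 0.0085, Fisher's exact test). A requirement of an absolute log2 fold change of at least 1, chosen after the data were seen, put 13 tests past the threshold in place of 29, 12 of them shared, and respiratory electron transport and cellular senescence were among the terms that no longer passed in any comparison.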

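Group 6, the largest group of DEGs with its highest values at E16, fell from a mean scaled value of 1.14 at E16 to -0.283 at P5 and -0.819 at P10. Group 4 fell from 0.833 to 0.163 and -0.830, and group 5 dipped from 0.859 to -1.04 at P5 and stood at -0.101 at P10. The splicing of mRNA had 104 of 114 genes lower at P5 than at E16, 91.2% against 42.7% of the background (adjusted p = 1.80e-26, Fisher's exact test), and 91 of its genes lay in group 6. With an absolute log2 fold change of at least 1 required as well, chosen after the data were seen, splicing did not pass in P5 vs. E16 (adjusted p = 0.591, Fisher's exact test). Translation had 115 of 141 genes lower at P10 than at E16 (adjusted p = 1.16e-17, Fisher's exact test), and it was the term most concentrated in group 4, with 77 genes, 6.62 times the number expected from the background. Cell cycle genes were lower at P5 in 208 of 297 cases (adjusted p = 9.12e-22, Fisher's exact test), and 173 were in group 6.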

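Axon guidance had 107 of 208 genes higher at P5 than at E16, or 51.4% (adjusted p = 0.00192, Fisher's exact test). In P10 vs. E16, 105 of its genes were higher and the term did not pass (adjusted p = 0.0738, Fisher's exact test), although it did among the genes kept by edgeR's filterByExpr, an alternative chosen after the data were seen (adjusted p = 0.0401, the same test). With an absolute log2 fold change of at least 1 required, also chosen after the data were seen, the term did not pass in P5 vs. E16 (adjusted p = 1.00, Fisher's exact test) and passed for genes lower in P10 vs. P5 (adjusted p = 0.00521 in place of 0.666, the same test). Its genes were spread over the groups of DEGs, with 71 in group 1, 36 in group 2, 13 in group 3, 8 each in groups 4 and 5 and 62 in group 6. Group 2, with its highest mean value at P5, held 2.18 times the expected number (adjusted p = 6.46e-05, Fisher's exact test), and group 3 held 1.48 times that number without passing the threshold (adjusted p = 0.542, the same test).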

Some pathways, including axonogenesis and neuron projection, resulted in enrichment across clusters 1, 3, and 5, indicating that they do not share a uniform expression profile throughout cortical development (Figure 1A,B). Interestingly, autophagy-related genes map primarily to clusters 2, 3, and 4 and show a marked increase at P10 (Figure 1B and Supplementary Figure S2). 

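The autophagy annotation behind Figure 1B was not used here; 6 lists of core autophagy, lysosome, V-ATPase, mTOR and upstream signaling, docking and fusion, and mitophagy genes, drawn up before the counts were read, took its place. Of the 240 genes of these lists that were tested, 222 were DEGs. Group 1, low at E16 and highest at P10, held 116 of them (52.3%, against 37.5% of all DEGs), group 6 held 41 (18.5%, against 35.8%), and groups 2, 3, 4 and 5 held 17, 18, 14 and 16. V-ATPase genes were the most concentrated, with 15 of 18 in group 1. For the lysosome list, 39 of 62 DEGs lay in group 1 and 9 in group 3, whose values rose between P5 and P10. Core autophagy DEGs were the most dispersed, with 13, 5, 4, 1, 6 and 7 genes in groups 1 to 6.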

Positioned near terms such as locomotory behavior and forebrain development, these genes suggest a link between autophagy regulation, structural brain maturation, and emerging behavioral functions in the early postnatal period (Supplementary Figure S2).

Further investigation of the transcriptomic dataset identified 274 DEGs associated with autophagy (GO:0006914). 

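The 6 autophagy and lysosome lists held 293 genes, of which 240 passed the expression filter. P5 vs. E16 called 115 of them higher and 65 lower, P10 vs. E16 called 144 higher and 65 lower, and P10 vs. P5 called 115 higher and 35 lower. The excess of higher genes in P5 vs. E16 depended on the scaling, since upper quartile normalization, tried after the data were seen, called 97 higher and 97 lower in that comparison, 118 and 88 in P10 vs. E16, and 99 and 49 in P10 vs. P5. With adjustment over the 240 genes alone in place of all 9899, the counts were the same in each comparison, 222 in at least 1. An added absolute log2 fold change of at least 1, applied to these lists after the data were seen, left 45 genes. By list, 36 of 41 core autophagy genes, 62 of 67 lysosome genes, all 18 V-ATPase genes, 44 of 48 mTOR and upstream genes, 34 of 35 docking and fusion genes and 29 of 32 mitophagy genes were DEGs. For comparison, 93 of 94 synaptic genes were DEGs, as were 9348 of all 9899 genes tested. The 6 lists together, with 222 of 240 genes, did not exceed the share of all genes.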

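The 240 autophagy and lysosome genes tested were classed by their calls in P5 vs. E16 and then in P10 vs. P5. All 9 classes held genes, from 68 (28.3%) called higher in both intervals to 6 (2.50%) called only as lower at P10 than at P5. Classes with a call in the first interval alone held 37 genes that rose and 24 that fell. A rise from P5 to P10 without a call before it was found for 25 genes, 10.4% of the lists against 4.57% of all genes tested. In 29 genes (12.1%) neither interval passed the threshold.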

Clustering of these genes revealed five distinct temporal profiles during cortical development, thus confirming that autophagy is regulated through subsets of genes active at specific developmental windows (Figure 2A). For instance, clusters 1 and 2 showed a trend of low expression at E16, which increased progressively at P5 and P10, indicating that these autophagy-related genes become more active during postnatal brain development, probably contributing to processes such as circuit maturation, neuronal connectivity, and synaptic plasticity.

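Genes of the 6 lists that were higher at P5 than at E16 and higher again at P10 made up 28.3% of those tested, against 21.0% of all genes. The class held 24 of 67 lysosome genes, 15 of 18 V-ATPase genes and 8 of 41 core autophagy genes. Gabarapl1, an Atg8-family gene on chromosome 6 of mm10 from 129533160 to 129542346, rose from 221 ± 14.6 CPM (SD, n = 7) at E16 to 377 ± 24.8 (SD, n = 5) at P5 and 638 ± 63.7 (SD, n = 8) at P10. Its log2 fold change was 0.77 for P5 vs. E16 (standard error 0.067, adjusted p = 4.64e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.76 for P10 vs. P5 (standard error 0.0674, adjusted p = 4.65e-09 from the same test). Atg9a, on chromosome 1 from 75180860 to 75192196, increased by 0.87 and then by 0.52 on the log2 scale. Sqstm1, the autophagy receptor gene on chromosome 11 from 50199366 to 50210827, increased by 0.91 and then by 0.30. Lamp1, on chromosome 8 from 13159161 to 13175338, took most of its increase before P5, with a log2 fold change of 0.67 for P5 vs. E16 and 0.10 for P10 vs. P5 (adjusted p = 0.0149 from the same test). The later step of Lamp1 no longer passed when genes were kept by edgeR's filterByExpr (log2 fold change 0.07, adjusted p = 0.179 from the same test).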

In contrast, cluster 3 displayed a different pattern, with high expression at E16, a peak at P5, and a decline by P10. This trajectory implies a different functional role for these genes, likely becoming more critical during the transition from embryonic to early postnatal stages of brain maturation. 

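A rise from E16 to P5 followed by a fall to P10 was called for 10 of the 240 autophagy and lysosome genes (4.17%), against 7.31% of all genes tested. These were 2 core autophagy genes, 5 docking and fusion genes and 3 mTOR and upstream genes, and no lysosome gene. Optn, an autophagy receptor gene on chromosome 2 of mm10 from 5020642 to 5064045, went from 7.64 ± 1.23 CPM (SD, n = 7) at E16 to 24.0 ± 0.524 (SD, n = 5) at P5 and 19.7 ± 1.16 (SD, n = 8) at P10. From P5 to P10 its log2 fold change was -0.29 (standard error 0.0836, adjusted p = 0.00519 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no P10 library reached the P5 libraries. Map1lc3a rose by 1.54 on the log2 scale from E16 to P5 and showed no further change by P10 (log2 fold change 0.11, adjusted p = 0.237 from the same test), where library B1 stood above the others.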

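Of the autophagy and lysosome genes tested, 19 (7.92%) were lower at P5 than at E16 and lower again at P10, against 18.0% of all genes tested. The class held 8 of the mTOR and upstream genes, 4 mitophagy genes, 3 core autophagy genes and 2 lysosome genes. Ulk1, which encodes the kinase that starts autophagosome formation, lies on chromosome 5 of mm10 from 110784488 to 110810097. Its expression fell from 113 ± 7.11 CPM (SD, n = 7) at E16 to 85.9 ± 3.52 (SD, n = 5) at P5 and 70.9 ± 4.71 (SD, n = 8) at P10. The log2 fold change was -0.40 for P5 vs. E16 (standard error 0.0541, adjusted p = 5.39e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.28 for P10 vs. P5 (standard error 0.052, adjusted p = 9.17e-05 from the same test). Eif4ebp2, a translational repressor gene of the mTOR list, fell by 1.70 from E16 to P10. Map1lc3b, on chromosome 8 from 121590361 to 121598760, fell by 0.23 before P5 and did not change after it (log2 fold change -0.03, adjusted p = 0.633 from the same test).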

Cluster 4 was characterized by genes that were highly expressed at E16, followed by a gradual decrease at P5 and P10, indicating a stronger involvement during early embryonic development. 

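A fall from E16 to P5 followed by a rise to P10 was called for 22 autophagy and lysosome genes, 9.17% of those tested, against 5.57% of all genes. Among them were 6 core autophagy, 5 lysosome, 5 mitophagy and 3 mTOR and upstream genes. Tpp1, which encodes a lysosomal peptidase, lies on chromosome 7 of mm10 from 105744811 to 105752235. It went from 24.4 ± 2.59 CPM (SD, n = 7) at E16 to 18.4 ± 1.34 (SD, n = 5) at P5 and 34.3 ± 2.27 (SD, n = 8) at P10. The 2 steps had log2 fold changes of -0.41 (standard error 0.0726, adjusted p = 2.38e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.90 (standard error 0.0718, adjusted p = 1.27e-09 from the same test), so the rise ended above the E16 level. Ctsd, on chromosome 7 from 142375911 to 142388038, did not pass the threshold between E16 and P5 (log2 fold change 0.11, adjusted p = 0.0566 from the same test) and rose by 0.58 by P10. Library L1 had the highest Ctsd value at P5, and edgeR with RLE size factors put the step before P5 past the threshold (adjusted p = 0.0458).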

Finally, cluster 5 exhibited similar trends, with high levels at E16, a decrease at P5, and a modest increase at P10. This pattern suggests that these autophagy processes are highly active during embryonic development, temporarily downregulated during early postnatal stages, and re-engaged during later phases of neuronal maturation. Overall, these expression dynamics highlight the intricate regulation of autophagy throughout brain development. To gain insight into the biological processes of these clustered genes, we performed GO analysis of DEGs within each group. 

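Reactome's mTOR signaling term had 22 genes in the background, of which 9 were higher and 9 lower at P5 than at E16, and 11 higher and 9 lower at P10 than at E16. None of its tests passed the threshold (adjusted p = 0.812 for genes higher in P10 vs. E16, Fisher's exact test). In the groups of all DEGs, 9 of its genes lay in group 1, low at E16 and highest at P10, 2 each in groups 2 and 3, and 2 in group 4 and 7 in group 6, which both fall through both intervals. The term for energy-dependent regulation of mTOR by LKB1 and AMPK had 15 genes, 9 of them higher at P10 than at E16 (adjusted p = 0.462, Fisher's exact test) with 8 of the 15 in group 1 and 4 in group 6. The groups were formed from all DEGs and not from autophagy genes alone.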

The results revealed that the mTOR signaling pathway is highly represented in clusters 1 and 4, while LKB1 and AMPK are more significantly enriched in cluster 4. 

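The term for interleukin-3, interleukin-5 and GM-CSF signaling had 23 genes, of which 11 were higher at P5 than at E16 (adjusted p = 0.732, Fisher's exact test). Of these 23 genes, 7 lay in group 2 of all DEGs, which peaks at P5, 3.84 times the expected number (adjusted p = 0.0133, Fisher's exact test).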

NGF signaling via TRKA and interleukin-5 signaling were also enriched in cluster 1. 

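Cellular senescence had 50 of 83 genes lower at P5 than at E16 (adjusted p = 0.00343, Fisher's exact test), 54 lower at P10 than at E16 and 39 lower at P10 than at P5 (adjusted p = 0.00708, the same test). None of these 3 calls remained with an absolute log2 fold change of at least 1 required, an alternative chosen after the data were seen (adjusted p = 0.140, 0.115 and 1.00, Fisher's exact test). The 43 senescence genes in group 6, the DEGs that fall from E16 onward, exceeded the share of the background (adjusted p = 0.00617, Fisher's exact test). Lysosome vesicle biogenesis, the trafficking term closest to autophagy among those tested, had 10 of 19 genes higher at P5 than at E16 and did not pass the threshold (adjusted p = 0.552, Fisher's exact test).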

Processes related to autophagy regulation and cellular senescence were prominently represented in clusters 1, 2, and 4. Cluster 3 was specifically enriched in DEGs involved in the TP53 network. Phosphatidylinositol metabolism and biosynthesis were mainly confined to cluster 5, along with pathways associated with angiogenesis.

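Phosphatidylinositol metabolism had 35 genes in the Reactome background, of which 20 were higher at P5 than at E16 (adjusted p = 0.107, Fisher's exact test) and 15 higher at P10 than at P5 (adjusted p = 0.319, the same test). Among the genes kept by edgeR's filterByExpr, an alternative chosen after the data were seen, the term passed in P5 vs. E16 (adjusted p = 0.0396, Fisher's exact test). Group 5 of all DEGs, high at E16 with its lowest value at P5, held 4 of these genes, 2.24 times the expected number (adjusted p = 0.542, Fisher's exact test). Signaling by VEGF, the angiogenic term tested, had 36 of 72 genes higher at P10 than at E16 (adjusted p = 0.462, Fisher's exact test).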

To better delineate the autophagy gene network dynamics during brain development, we performed a Gene Set Enrichment Analysis (GSEA) on a curated autophagy gene list as defined in the work of Bordi and colleagues [26]. In brief, they categorized 604 genes into seven main functional groups: (i) mTOR and upstream signaling pathways, (ii) core autophagy machinery, (iii) autophagy regulators, (iv) mitophagy-related genes, (v) docking and fusion components, (vi) lysosomal genes, and (vii) lysosomal-related genes. 

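Enrichment was computed with fgsea on the log2 fold changes of all 9899 genes with 10000 permutations of genes, for the 6 autophagy and lysosome lists and a synaptic list, and adjusted p values cover the 7 lists of a comparison by the Benjamini-Hochberg method. These lists were drawn up by hand, and the list of Bordi and colleagues was not used here. For P10 vs. E16, the lysosome list of 67 genes had a normalized enrichment score (NES) of 1.58 (adjusted p = 0.0208, permutation of genes), with 48 genes called higher and 11 lower. The V-ATPase list of 18 genes had an NES of 1.80 (adjusted p = 0.00497, permutation of genes), with 16 genes higher. Core autophagy had an NES of 1.02 (adjusted p = 0.619, permutation of genes), and the mTOR and upstream, docking and fusion, and mitophagy lists did not pass either. Ranking the genes by the signed root of the F statistic moved the lysosome list most, to an NES of 1.92. The largest changes from E16 to P10 in the lysosome list were those of Arsb, with a log2 fold change of 2.36 (standard error 0.151, adjusted p = 1.08e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Plbd2, with 2.00. Gm2a rose by 1.90 on the log2 scale and Ctss by 1.61. Within the V-ATPase list, Atp6v1g2 rose by 3.20 (standard error 0.0967, adjusted p = 1.82e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Atp6v0a1 by 1.99. Atp6v0c, with a log2 fold change of 1.79, has a processed pseudogene, Atp6v0c-ps2, that also carries counts in the deposited table.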

As depicted by the dot plot in Supplementary Figure S3A, the comparison P10 vs. E16 showed the most significant enrichment in gene sets related to lysosome and lysosome-related genes (indicated by large, dark red dots with asterisks), thus suggesting a substantial upregulation of these pathways between the embryonic stage (E16) and postnatal day 10 (P10). The comparison P10 vs. P5 displayed significant enrichment also for autophagy regulators, indicating that the autophagy machinery is more tightly controlled as the brain matures. In contrast, the P5 vs. E16 comparison manifested a much lower degree of enrichment. 

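For P10 vs. P5, the lysosome list had an NES of 2.02 (adjusted p = 8.14e-05, permutation of genes in fgsea), with 43 genes called higher and 4 lower, and the V-ATPase list had 1.85 (adjusted p = 0.00355, the same permutation test), with 17 genes higher and none lower. Camera gave an adjusted p of 1.04e-06 for both lists with limma and Benjamini-Hochberg adjustment. It was run with a small preset correlation between genes and not one estimated from each list. Its p therefore does not allow for a stronger correlation within a list. Core autophagy, with 20 genes higher and 5 lower, had an NES of 1.43 (adjusted p = 0.0986, permutation of genes in fgsea). That result depended on the test, since camera put it past the threshold (mean log2 fold change 0.15, adjusted p = 0.0185 with limma). Arsb rose by 1.11 on the log2 scale between P5 and P10 and Ctss by 1.58. Of the 9 regulators the paper names, 5 passed the expression filter, and Egr1 and Fos rose most from E16 to P10, with log2 fold changes of 5.08 and 4.06. Foxo3 and Tfe3 were higher at P10 than at E16, by 0.62 and 0.60 on the log2 scale, and Hif1a was lower, by -0.16 (adjusted p = 0.0123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tfeb, Ppargc1a, Bdnf and Foxo1 lay below the FPKM minimum and were tested with the genes kept by edgeR's filterByExpr, where their log2 fold changes for P10 vs. P5 were 0.94, 0.60, 1.53 and -0.24, and Foxo1 was not called in any comparison. From the enrichment between P5 and P10, the paper reasons that the autophagy machinery is more tightly controlled as the brain matures.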

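In P5 vs. E16, the lysosome list had an NES of 1.15 (adjusted p = 0.409, permutation of genes in fgsea), with 30 genes called higher and 13 lower, or 26 and 23 with upper quartile normalization, tried after the data were seen. Core autophagy reached an NES of 0.776 (adjusted p = 0.998, the same permutation test), with 16 genes higher and 13 lower. Upper quartile normalization called 12 of its genes higher and 20 lower. Only the V-ATPase list among the 6 passed the threshold, with an NES of 1.65 (adjusted p = 0.0432, the same permutation test) and 15 genes higher. It did not pass when genes were kept by edgeR's filterByExpr, where the NES was 1.62 (adjusted p = 0.0589, permutation of genes in fgsea). Over 10000 random lists of genes matched to the lysosome list, its median log2 fold change lay at percentile 87.5 in P5 vs. E16, 99.9 in P10 vs. E16 and 100 in P10 vs. P5. The synaptic list, for comparison, had an NES of 2.57 (adjusted p = 1.94e-16, permutation of genes in fgsea).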

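A score per library, the mean log2 CPM over the genes of a list, gave a test whose unit is the library. The lysosome score was 5.41 ± 0.0289 (SD, n = 7) at E16, 5.61 ± 0.0353 (SD, n = 5) at P5 and 5.90 ± 0.0316 (SD, n = 8) at P10, a rise of 0.20 from E16 to P5 and of 0.29 from P5 to P10. All E16 libraries lay below all P5 libraries (exact two-sided permutation test over 792 splits, p = 0.00126, the smallest they allow), and all P5 libraries below all P10 libraries (exact permutation test over 1287 splits, p = 0.000777, the smallest they allow). The V-ATPase score rose from 6.64 to 7.34 and 7.78, with the same exact p values and steps of 0.70 and 0.44. For core autophagy the score was 5.86 ± 0.0221 (SD, n = 7), 5.96 ± 0.0311 (SD, n = 5) and 6.10 ± 0.0367 (SD, n = 8), a rise of 0.10 from E16 to P5 and of 0.15 from P5 to P10. The first of these steps depended on the scaling, since a mean of per-gene z scores gave -0.000272 (exact permutation p = 0.995), and upper quartile normalization, tried after the data were seen, gave -0.04. Docking and fusion rose by 0.23 from E16 to P5 and changed by -0.01 from P5 to P10 (exact permutation p = 0.310), and mTOR and upstream changed by no more than 0.01 in either step under TMM. Mitophagy rose by 0.10 and then by 0.08, its step before P5 turning to -0.04 with upper quartile normalization. The same normalization lowered the mean log2 fold change of the lysosome list in P5 vs. E16 from 0.196 to 0.0591. The median of that list turned from 0.106 to -0.0306, and the docking and fusion mean fell from 0.231 to 0.0947. Over 42 tests of this kind, the Benjamini-Hochberg adjusted p of the lysosome steps was 0.00165 and 0.00155 (exact permutation tests). Left without its 9 genes with a microglial bias, the lysosome score kept 88.8% of its rise from P5 to P10. Whether the rise between P5 and P10 differs from that between E16 and P5 was not tested.

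**Figure D3:**
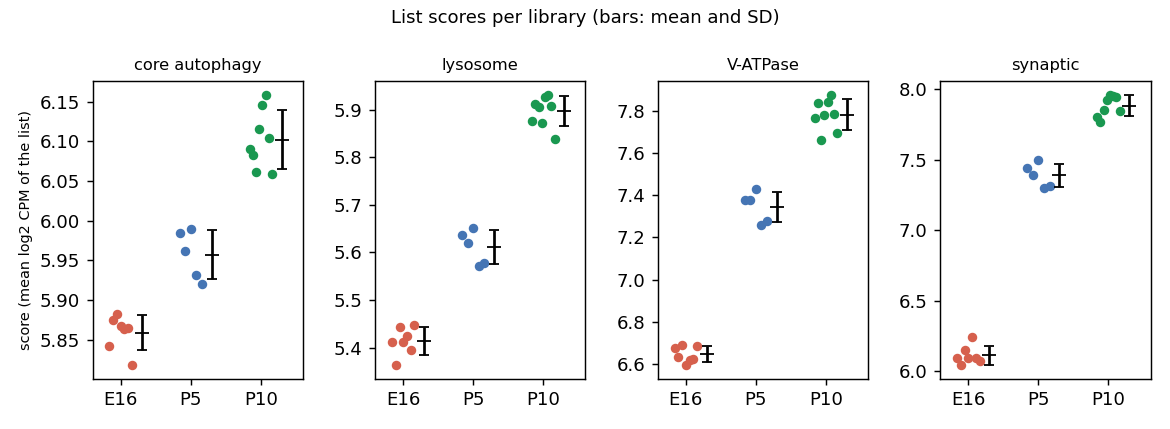
Score of 4 gene lists (y axis, mean log2 CPM over the list) at E16, P5 and P10 (x axis), 1 point per library, with black bars for the mean and SD of 7, 5 and 8 libraries. Lysosome scores at P10 all lie above those at P5, which lie above those at E16; the y axes do not start at 0 and differ between lists.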

Overall, these data confirmed a temporal shift in the regulation of autophagy and lysosomal pathways during cortical development, becoming more active and well-regulated as the brain transitions from early embryonic stages to postnatal life, with the most significant changes occurring between P5 and P10. To confirm these findings, we measured the mRNA levels in cortices at E16, P5, and P10 collected from males and females separately (Figure 3). Real-time qPCR of autophagy regulator genes showed that the expression of *c-Fos*, *Bdnf*, and *Egr1* increases from E16 to P10. Similarly, *Pgc1α* and Tfeb displayed a notable upregulation at P10 compared to the earlier stages. In contrast, *Foxo1*, *Foxo3*, *Hif1α*, and *Tfe3* exhibited little to no change across all time points (Figure 3A,B). Lysosomal and related genes manifested an overall higher expression at P10 compared to E16 and P5, as illustrated in Figure 3C–F. Although the group of “core autophagic genes” was not statistically significant in the GSEA (Supplementary Figure S3A), we decided to test the mRNA levels of some key components. Indeed, the mRNA levels of *Atg9a* and *Sqstm1* increased at P10 compared to P5 and E16 (Supplementary Figure S3B,C). The expression of *Atg16l*, *Gabarapl1*, and *Lc3* decreased between E16 and P5, with either no change or a slight increase observed at P10 (Supplementary Figure S3B,C). Conversely, Ulk1 showed the opposite pattern, significantly decreasing from the embryonic to the postnatal stage (Supplementary Figure S3B,C). Collectively, these results indicate a developmental shift in gene expression, where the increase in autophagy and lysosomal function genes observed in both male and female mice from E16 to P10 likely reflects the heightened metabolic and cellular housekeeping demands of the maturing brain that coincide with the synaptogenesis window.

### 3.2. Mapping the Correlation Between Autophagy and Synaptic Architecture in the Postnatal Cortex

To investigate the functional relationship between autophagy and synaptic function, we conducted a gene co-expression analysis. Specifically, we selected biological processes significantly associated with either autophagy or synaptic activity and calculated the mean pairwise correlation among genes annotated to these processes.

As indicated by the heatmap, a strong correlation emerged between these two pathways (Pearson’s correlation coefficients between 0.90 and 0.99, correlation test *p*-values between 4.4 × 10^−9^ and 5.6 × 10^−25^) (Supplementary Figure S4A,B), thus reinforcing the concept that autophagy is not merely a cellular cleanup mechanism but may also play a crucial role in shaping the complex architecture of synapses. 

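The annotation behind Supplementary Figure S4 was not used here, and the core autophagy and synaptic scores of each library took its place. The 3 stages form separate clusters on both scores, so the relation was tested within stages of at least 6 libraries. The 5 P5 libraries were left out of it before the counts were read, although libraries L1, G1 and G2 lead there on both scores, in the same order. The synaptic score itself rose from 6.11 ± 0.0662 (SD, n = 7) at E16 to 7.39 ± 0.0823 (SD, n = 5) at P5 and 7.88 ± 0.0737 (SD, n = 8) at P10. At E16, Pearson's r was 0.228 (exact permutation p = 0.604) and Spearman's rho 0.0357 (exact permutation p = 0.963) over 7 libraries, and r was -0.258 (exact permutation p = 0.650) over the 5 libraries left without the 2 farthest from the median core autophagy score. At P10, r was 0.735 (exact permutation p = 0.0446) and rho 0.762 (exact permutation p = 0.0368) over 8 libraries. Without the 2 farthest libraries r at P10 was 0.521 (exact permutation p = 0.292), so the relation rests in part on them. Across the 8 correlations computed, the Benjamini-Hochberg adjusted p was 0.690 at E16 and 0.184 at P10 (exact permutation tests), and neither passed. With the lysosome list in place of core autophagy, r at P10 was 0.376 (exact permutation p = 0.354). Libraries sharing an ID letter within a stage number at most 2, too few to repeat the correlation within them. Among single synaptic genes, Camk2a rose by 4.89 on the log2 scale from E16 to P10, Slc17a7 by 4.52 and Grin1 by 3.48. From the correlation between both pathways, the paper proposes that autophagy may have a role in shaping the architecture of synapses.

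**Figure D4:**
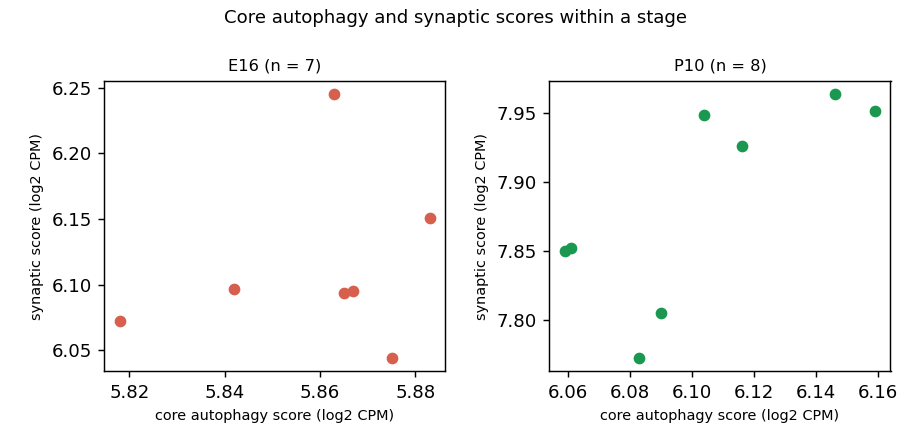
Core autophagy score (x axis, mean log2 CPM) against synaptic score (y axis, mean log2 CPM) for the 7 E16 libraries (left) and the 8 P10 libraries (right), 1 point per library. Pearson's r is 0.228 at E16 and 0.735 at P10.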

Guided by transcriptomic data, we set out to characterize the dynamics of autophagic proteins associated with the synaptic compartment. To this end, we isolated crude synaptosomes, which are artificial organelles retaining essential synaptic components, from the cortices of WT mice at three postnatal developmental stages (P5, P10, and P20), which span the onset, progression, and maturation of synaptogenesis, a process that occurs predominantly after birth. We first validated the enrichment of synaptosomal fractions isolated from brain homogenates by analyzing the expression of markers associated with different subcellular compartments (Supplementary Figure S5). Immunoblot analysis revealed a predominant expression of Synapsin 1, as expected, in the P2′ fraction. In contrast, the endoplasmic reticulum marker calnexin and the cytosolic protein GAPDH were minimally detected in the same fraction. Notably, the mitochondrial marker TIM23 showed a relatively higher abundance (Supplementary Figure S5), consistent with previous reports [19,20]. This likely reflects the retention of mitochondria in crude synaptosomal (P2′) fractions, a known technical feature due to their tight association with presynaptic terminals. To unravel the protein contents that shape these structures during early stages of development, we subjected the cortical purified synaptosomes to advanced mass spectrometry-based proteomics analysis. Three to four independent biological samples per time point were analyzed using a label-free quantitative approach. PCA indicated a clear separation among the three different time points (Supplementary Figure S6A), suggesting that the proteome is extremely different during brain development. A total of 1035 proteins were identified by filtering for those with at least a 50% quantification rate in one condition; however, the statistically significantly differentially expressed proteins (DEPs) were 514.

Compared with P5, P10 and P20 showed progressively more deregulated proteins, with the largest changes occurring between P10 and P20, reflecting extensive proteomic remodeling and a major shift in synaptic protein composition (Supplementary Figure S6B–E; Table 2).

When comparing samples to the early P5 stage, P10 exhibited 126 deregulated proteins (FDR-adjusted *p*-value < 0.05), with 59 showing increased expression (upregulated) and 67 showing decreased expression (downregulated) (Supplementary Figure S6B,C). As development progressed to P20, we observed a substantially greater number of changes relative to P5, with a total of 343 DEPs (293 upregulated and 50 downregulated proteins) (Supplementary Figure S6B,D). Remarkably, a direct comparison between P20 and P10 revealed extensive proteomic remodeling, with 446 proteins undergoing deregulation (398 upregulated and 48 downregulated proteins), suggesting a major shift in the proteomic composition of synaptic structures occurring between P10 and P20 (Supplementary Figure S6B,E; Table 2). Gene ontology analysis consistently identified synaptic compartments as the most prominent across all three comparisons (Supplementary Figure S6F–H). Among these, 46 deregulated proteins were shared (Figure 4A) and were enriched in synaptic-related cellular compartments (Figure 4C) as well as in processes involving glycolysis, calcium transport, and vesicle acidification (Figure 4B–D).

A deeper investigation of changes in synaptic proteins revealed a total of 181 deregulated proteins in developing cortical synaptosomes (Table 2).

The heatmap of synaptic proteins showed that the majority of these are upregulated at P20 compared to earlier developmental stages (Figure 5A), in line with previous reports [27,28,29].

Moreover, hierarchical clustering identified two distinct groups: cluster 1 comprises proteins selectively upregulated at P20, whereas cluster 2 includes proteins that are predominantly downregulated at later stages of development. (Figure 5A). To confirm these dynamics, we measured the expression levels of key synaptic proteins across the selected time periods. As shown by the Western blot, pre-synaptic synapsin 1 exhibited a progressive and statistically significant increase in expression levels. Specifically, an upregulation was observed from P5 to P10 (*** *p* < 0.001) followed by a further elevation from P10 to P20 (** *p* < 0.01) (Figure 5B). This pattern is consistent with the expansion in synaptic density and the increasing complexity of presynaptic terminals during cortical maturation. Similarly, the vesicle-associated membrane protein 2 (VAMP2) increased its expression during the developmental stages (Figure 5B). Finally, the post-synaptic marker PSD95 (post-synaptic density protein 95) displayed a significant upregulation between P5 and P10 (**** *p* < 0.0001) and between P10 and P20 (**** *p* < 0.0001) (Figure 5B), reflecting the maturation and organization of the post-synaptic density in conjunction with the formation and strengthening of synapses. Notably, a subset (*n* = 159) of the deregulated proteins was annotated in SynGO and subdivided into six categories (Supplementary Figure S7A). The majority of these proteins are presynaptic or involved in synaptic organization (Supplementary Figure S7B). We further characterized the nature of synaptosomes along cortical development by determining the changes in excitatory and inhibitory synaptic markers. Among the significantly altered proteins, a total of 106 were ascribed to glutamatergic synapses exclusively, while 7 were uniquely defined as GABA-ergic; 14 proteins could function at both excitatory and inhibitory synapses (Figure 5C). As evidenced in Figure 5D, the expression of V-GLUT1 (Vesicular Glutamate Transporter), a key indicator of glutamatergic synapses, was augmented from P10 to P20 (** *p* < 0.01). Similarly, V-GAT (anti-vesicular GABA transporter), a marker for inhibitory synapses, showed a significant upregulation from P10 to P20 (Figure 5D). This trend suggests a proliferation and maturation of inhibitory and excitatory synapses during the later stage of brain development. Overall, these data are consistent with the well-known phase of synaptogenesis and synaptic maturation that characterizes the mammalian brain [30,31,32].

Finally, we examined whether autophagic proteins were enriched in developing cortical synaptosomes. With this aim, we interrogated the dataset using the list reported by Bordi and colleagues [26], as previously done for the transcriptomic analyses. Interestingly, we identified 55 autophagic–lysosomal proteins, 37 of which were significantly deregulated (Table 3).

This targeted approach allowed us to specifically focus on autophagy–lysosomal components, minimizing potential confounding signals from other synaptic proteins or residual mitochondrial proteins. Interestingly, of the 55 autophagy–lysosomal proteins identified, 37 were significantly deregulated across development and belong to different functional categories (Table 3, Figure 6A). Similar to synaptic proteins, their expression increased during brain development (Figure 6B). Notably, several ATP6 synthase subunits showed marked upregulation, suggesting enhanced synaptic acidification, which is consistent with the primary role of synaptic vesicles in neurotransmitter loading and release during neuronal transmission [33]. Western blot analysis confirmed this expression trend for ATP6V1A and ATP6V0A1 in purified synaptosomes across developmental stages (Figure 6C).

In addition, diverse Rab proteins were found to be markedly deregulated. Notably, Rab1b, Rab5a, and Rab5c showed increased expression as the cortex matured, whereas Rab11b and Rab14 exhibited the opposite trend (Figure 6B). Changes in protein levels were further validated for Rab5a and Rab11b by immunoblot measurements (Figure 6C). Together, these findings demonstrate a dynamic and developmentally regulated remodeling of the autophagy–lysosomal machinery at cortical synapses. The coordinated upregulation of lysosomal ATP6 synthase subunits and specific Rab GTPases suggests a progressive enhancement of autophagic and endo-lysosomal trafficking capacity during postnatal brain development. This maturation of autophagy-related pathways at synaptic compartments is likely to support synaptic growth, remodeling, and circuit refinement, underscoring a previously underappreciated contribution of autophagy–lysosomal processes to synaptic maturation.

## 4. Discussion

Over the past decades, the importance of regulatory gene networks in controlling cell metabolism has become evident in every aspect of neuronal functions [34,35]. Despite significant advances in our understanding of the transcriptional regulation of autophagy, the broader gene network orchestrating this pathway in developing neurons remains largely unexplored. Identifying which specific autophagy genes are activated or silenced during distinct stages of brain development could provide valuable insight for designing therapeutic strategies, particularly for neurodevelopmental disorders.

Overall, our transcriptomic analysis indicates that cortical development is driven by an integrated network of pathways, with autophagy emerging as a dynamically regulated component. Accordingly, temporal clustering revealed distinct developmental regulation of autophagy-related genes (GO:0006914) across cortical maturation. Genes in clusters 1 and 2 were progressively upregulated from E16 to P5 and P10, indicating increased postnatal activation of autophagy-related processes associated with synaptic maturation, neuronal connectivity, and plasticity. These clusters were enriched for mTOR signaling, NGF–TRKA and interleukin-5 signaling, as well as pathways regulating autophagy and cellular senescence, suggesting their predominant deregulation during postnatal development. In contrast, cluster 3 genes peaked during the embryonic-to-early postnatal transition (E16–P5) and were enriched for TP53-associated pathways, indicating a stage-specific role during early brain maturation. Clusters 4 and 5 were characterized by high embryonic expression followed by postnatal downregulation, highlighting pathways predominantly active at early developmental stages. Cluster 4 was enriched for mTOR, LKB1, and AMPK signaling, implicating energy sensing and autophagy regulation during embryogenesis, whereas cluster 5 was associated with phosphatidylinositol metabolism and angiogenesis, suggesting transient engagement during embryonic development with partial reactivation at later stages.

To narrow our analysis, we followed the expression of a subset of autophagy and lysosomal genes during cortical development in both males and females. Notably, we observed an overall increase in these genes that was consistent across sexes, suggesting minimal sex-specific effects during this developmental window. While sex-specific differences in autophagy were not systematically assessed in the RNA-seq and proteomics datasets due to pooling of samples, qPCR validation in males and females separately confirmed comparable expression trends, in line with previous reports [36]. Moreover, we observed the decreasing expression of *Ulk1* from the embryonic stage (E16) to the postnatal stage (P10) in the cortex, thus suggesting a functional shift from processes that heavily rely on high ULK1 activity to those that require its downregulation, particularly during a period of intense neuronal differentiation, synaptogenesis, and circuit maturation.

Growing evidence indicates that autophagy plays an active role in synaptic development and function, extending beyond its canonical role in cellular homeostasis to directly regulate synaptic remodeling and plasticity. Consistent with this notion, our transcriptomic profiling revealed a strong association between autophagy-related genes and synaptic pathways during cortical development. Notably, a targeted interrogation of cortical synaptosomal proteomes using a curated autophagy gene list [26] uncovered a substantial enrichment of autophagy–lysosomal proteins that increased in abundance over developmental time. In particular, the upregulation of multiple ATP6 synthase subunits suggests a progressive enhancement of synaptic acidification, a feature previously linked to synaptic maturation and circuit refinement. Moreover, the differential regulation of Rab GTPases involved in endo-lysosomal trafficking further supports the idea that precise spatial and temporal control of autophagy-related pathways is required for synaptic development. While our data provide a comprehensive framework that highlights autophagy as a potentially important regulator of synaptic maturation in the mammalian cortex, we acknowledge that functional perturbation experiments will be necessary to directly test causality. Nevertheless, these observations are consistent with recent studies demonstrating that synaptic autophagy contributes to the maturation and remodeling of neuronal circuits and further support the view that autophagy represents a dynamic and integral component of synaptic development in the mammalian cortex. In conclusion, our findings reveal that autophagy during brain development is tightly integrated with metabolic signaling, synaptic function, and cell fate decisions, underscoring its multifaceted role beyond cellular clearance. The coordinated regulation of autophagy–lysosomal components at synaptic sites points out their contribution to synaptic maturation, remodeling, and circuit refinement. Importantly, synaptic dysfunction is a hallmark of several neurodevelopmental disorders (NDDs), including autism spectrum disorders, epilepsy, and intellectual disabilities, which are frequently associated with impaired synaptic plasticity, altered neurotransmitter receptor composition, and dysregulation of genes governing synapse formation and maintenance. Our findings suggest that precise temporal regulation of autophagy–lysosomal pathways is critical for proper synaptic maturation and circuit refinement and that disruptions in these pathways during key developmental windows could contribute to the synaptic deficits observed in NDDs, such as autism spectrum disorders, fragile X syndrome, and Rett syndrome, in which alterations in autophagy–lysosomal signaling and synaptic function have been reported [10,13,37,38]. By systematically mapping the transcriptional and proteomic landscape of autophagy in developing cortical neurons, we provide a framework for identifying candidate pathways and proteins that may be affected in pathological contexts. Ultimately, this knowledge could guide future studies in experimental disease models and inform the design of therapeutic interventions aimed at restoring normal synaptic function through modulation of autophagy–lysosomal pathways.

## Figures and Tables

**Figure 1:**
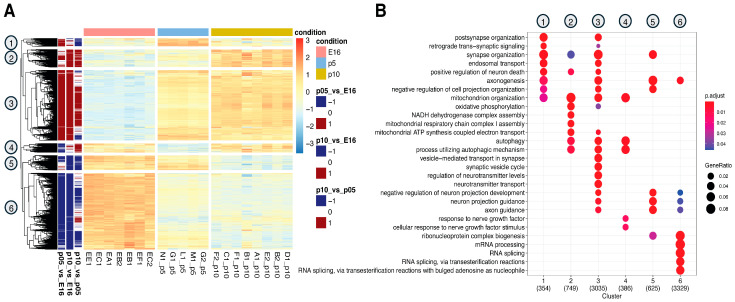
Coordinated pathway networks drive cortical development. (**A**) Heatmap showing the relative transcript levels of all differentially expressed genes (DEGs, rows) across developmental stages (columns). Columns are grouped into three major developmental time points: E16, P5, and P10. Red indicates high gene expression, and blue indicates low expression. (**B**) Dot plot depicting the biological processes enriched within the six clusters (numbered 1 to 6) identified by hierarchical clustering of the expression data (*p* adj < 0.05).

**Figure 2:**
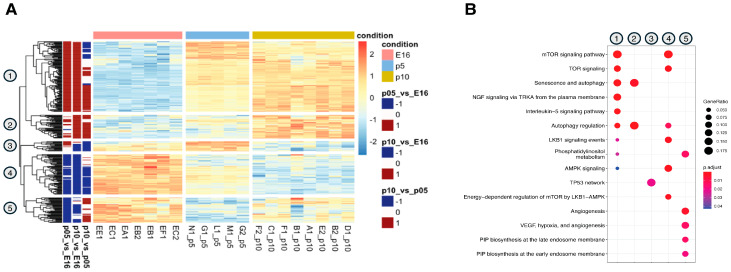
Autophagy is dynamically regulated during cortical development. (**A**) Heatmap showing the scaled expression of 274 autophagy genes divided into five clusters (numbered 1 to 5). It visually represents gene expression levels across different developmental stages: E16 (embryonic day 16.5), P5 (postnatal day 5), and P10 (postnatal day 10). (**B**) Dot plot of Gene Ontology (GO) enriched pathway analysis in developing cortices, indicating the top 30 most enriched pathways. The graph highlights that different biological processes drive the signature of each cluster.

**Figure 3:**
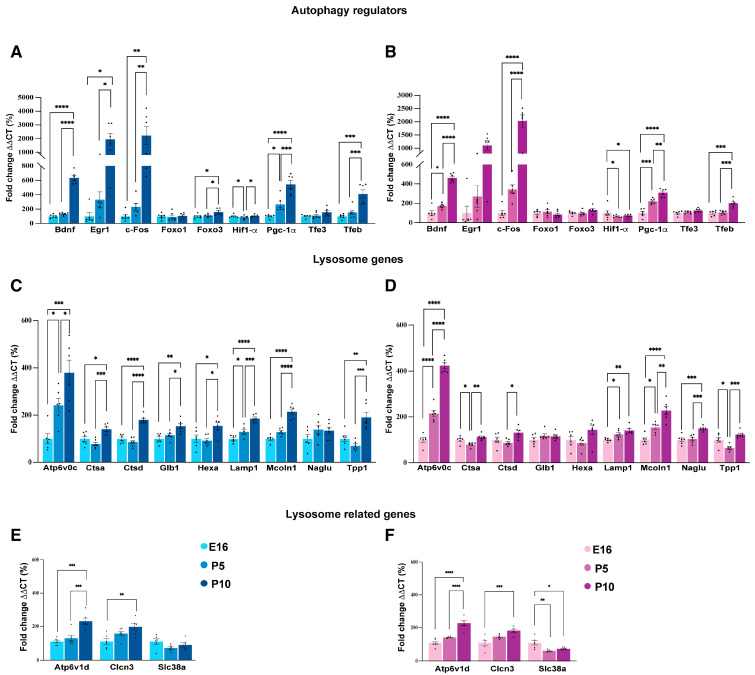
Lysosomal and autophagy gene expression during cortical development is sex independent. Transcriptomic profiles of the autophagy and lysosomal genes in developing male and female cortices. (**A**,**B**) Bar graph showing the mRNA levels of autophagy regulator genes in males at embryonic (E16, light blue), early postnatal (P5, medium blue), and later postnatal (P10, dark blue) stages (**A**) and females (E16, pink), early postnatal (P5, dark pink), and later postnatal (P10, violet) stages (**B**). (**C**,**D**) Developmental mRNA expression of lysosomal genes. Bar graphs illustrate the relative expression of representative lysosomal and lysosome-related genes in males (**C**,**E**) and females (**D**,**F**) across the same time points. Gene expression was normalized to the housekeeping gene cyclophilin and is presented as fold change relative to E16 levels (set as 100%). Data are shown as mean ± SEM from *n* = 6 biological replicates. Statistical significance was assessed using one-way ANOVA followed by Tukey’s post hoc test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
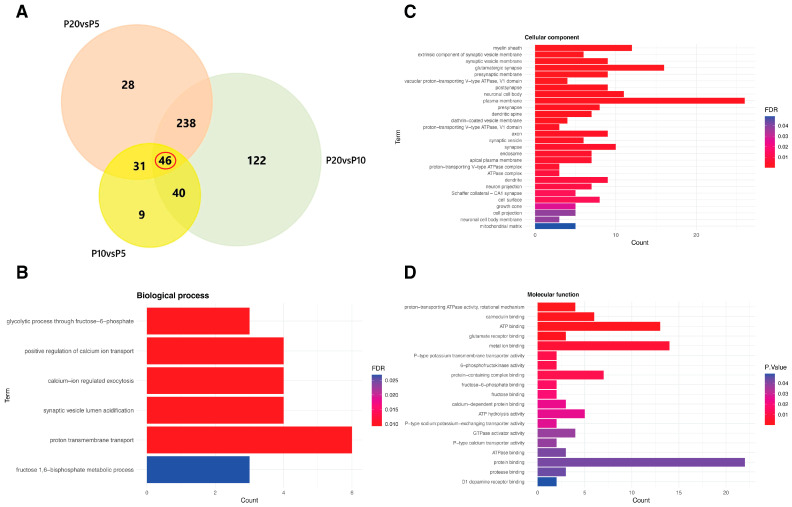
Comparative analysis of deregulated synaptic proteins across development. (**A**) Venn diagram indicating the overlap of proteins found deregulated among the three comparisons: P20 vs. P10, P20 vs. P5 and P10 vs. P5. The red circle highlights the core set of genes that are significantly changed across all three experimental conditions. (**B**–**D**) Enriched categories of deregulated proteins are represented by the bar graph for each comparison. The vertical axis shows the top GO terms, while the horizontal axis displays the protein counts belonging to each category with FDR < 0.05 in (**B**,**C**) and *p* adj < 0.05 in (**D**).

**Figure 5:**
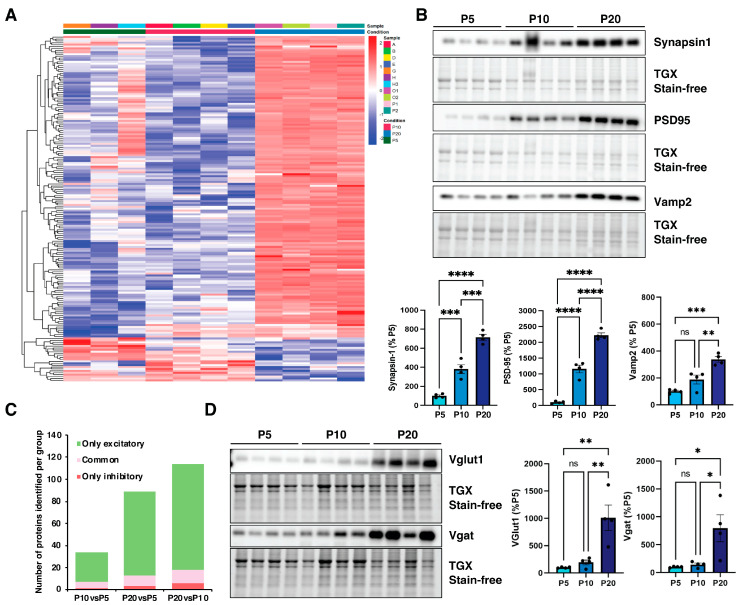
Synaptic proteins are mostly upregulated in developing wild-type mice cortices. (**A**) Heatmap of 181 differentially expressed synaptic proteins. Red color indicates high expression; blue indicates low expression. (**B**) Protein expression levels of Synapsin1, VAMP2 (pre-synaptic markers), and PSD95 (post-synaptic compartment marker) were measured by Western blot at three stages of cortical development: P5, P10, and P20. (**C**) Bar graph showing the number of excitatory, inhibitory, and shared synaptic proteins in each comparison. (**D**) Immunoblotting showing the expression levels of V-GLUT1 (marker of glutamatergic synapses) and V-GAT (marker for inhibitory synapses) during cortical development (P5, P10, and P20). The protein levels were normalized to the total protein lysates. Data are shown as mean ± SEM (*n* = 4 per time point). One-way ANOVA followed by Tukey’s test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001; ns = not significant.

**Figure 6:**
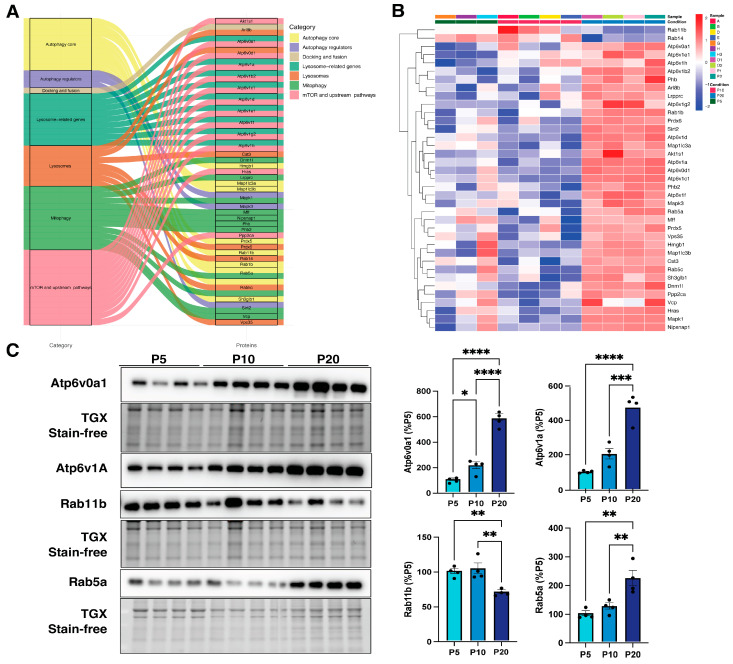
Autophagy and lysosomal proteins at the synaptic site are predominantly upregulated in maturing wild-type cortices. (**A**) Alluvial plot showing the different categories of the deregulated autophagy-lysosomal proteins across the developmental maturation, as found in synaptosomes. (**B**) Heatmap illustrating the expression profile of deregulated autophagy-lysosomal proteins purified from synaptosomes across cortical developmental stages. Red color indicates high expression; blue indicates low expression. (**C**) Immunoblot from synaptosomal lysates of WT cortices at different stages of postnatal development (P5, P10, and P20). Atp6v0a1, Atp6v1a, Rab5a, and Rab11 signal intensities were quantified by densitometric analysis. Protein levels were normalized to total protein using stain-free technology. Data are shown as mean ± SEM (*n* = 4 per time point), expressed as a percentage of the P5 mean. Statistical significance was assessed using one-way ANOVA followed by Tukey’s post hoc test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001.

**Table 1:** Primers used for real-time qPCR validation of 28 genes representing the connected network of autophagy–lysosomal pathways during cortical development.

Gene Name	Primer Forward 5′-3′	Primer Reverse 5′-3′
*Atg9a*	GCGTTGCTGGTCACTCTATG	CAGGATAGAGCCAGCGAAGA
*Atg16l1*	TCGCCTCAATGCAGAGAATG	GAGGTTCCTTTGCTGCTTCT
*Atp6v0c*	CAGAGCTGATCATGAAGTCCATC	GAAAACTCCTGTAGATGATG
*Atp6v1d*	GGATTGAACGCACCCTTG	GCTGCTCTCCGCCGCTC
*Bdnf*	AAGTCTGCATTACATTCCTCGA	GTTTTCTGAAAGAGCGACAGTT
*C-fos*	AGAGCGCCCCATCCTTAC	GCAGCCATCTTATTCCGTTC
*Clcn3*	CCTGGCTGCTGATGTTATGA	TGAGGGCAAATCCCACTAAT
*Ctsa*	TTCTGATCCAGCCAGATGGTG	TACAGCACGTTGGCAATCAGG
*Ctsd*	CGTCCTTTGACATCCACTACGG	TGGAACCGATACAGTGTCCTGG
*Cyclophilin*	GGCAAATGCTGGACCAAACACAA	GTAAAATGCCCGCAAGTCAAAAG
*Egr1*	CCTTCAATCCTCAAGGGAGC	AACCGAGTCGTTTGGCTGGGA
*Foxo1*	GTGGATGGTGAAGAGCGTGCCC	GCTGTGAAGGGACAGATTGTGGCG
*Foxo3*	AAGGGCGACAGCAACAGCTCTG	CATGAAGCGGCTGTGCAGGGAC
*Gabarapl1*	CAAAGAGGAGCATCCGTTCGAG	TTGTCCAGGTCTCCTATCCGAG
*Glb1*	AAATGGCTGGCAGTCCTTCTG	ACCTGCACGGTTATGATCGGT
*Hexa*	CTACATCCAGACGCTGCTGGAC	TACTGGCATTTCTTCCCGCCAC
*Hif1-α*	GCTGAAGACACAGAGGCAAA	TACTTGGAGGGCTTGGAGAA
*Lamp1*	CCTACGAGACTGCGAATGGT	CCACAAGAACTGCCATTTTTC
*Map1lc3b*	GCTTGCAGCTCAATGCTAAC	CCTGCGAGGCATAAACCATGTA
*Mcol1*	GCGCCTATGACACCATCAA	TATCCTGGCACTGCTCGAT
*Naglu*	TCCAACAGCACGAGTTTGAG	CTGCGATGGCTAATCTGTCA
*Pgc1-α*	GAATCAAGCCACTACAGACACGC	CATCCCTCTTGAGCCTTTCGTG
*Slc38a9*	TTGAAAGCGAGGGAAATGATGGTC	ATGGGAATGAGGGTCACTGAGAAG
*Sqstm1*	GAAGCTGCCCTATACCCACA	TGGGAGAGGGACTCAATCAG
*Tfe3*	AGGATCAAAGAGCTGGGCAC	CCGGCTCTCCAGGTCTTTG
*Tfeb*	GTCATTGACAACATTATGCGCC	GCGTGTTAGGCATCTTGCATCT
*Tpp1*	CCCCTCATGTGGATTTTGTGG	TGGTTCTGGACGTTGTCTTGG
*Ulk1*	TGGAGACCTGGCTGACTACCTGC	TGGATGATGCCCTTGCTGTGCA

**Table 2:** Summary of significantly deregulated total and synaptic proteins in the developing mouse cortex.

	Significant (FDR < 0.05)			
	**N° of proteins**	**P10 vs. P5**	**P20 vs. P10**	**P20 vs. P5**
Total	514	126	446	343
Synaptic	181	31	75	51
%	35	25	17	15

**Table 3:** Summary of significantly deregulated total and autophagic proteins in the developing mouse cortex.

	Significant (FDR < 0.05)			
	**N° of proteins**	**P10 vs. P5**	**P20 vs. P10**	**P20 vs. P5**
Total	514	126	446	343
Autophagy-Lysosomal	37	6	24	15
%	7	5	5	4

## Data Availability

The datasets produced in this study are available in the following databases: RNA-Seq data: Gene Expression Omnibus # GSE319437. Proteomic data: Data are available via ProteomeXchange with identifier PXD074614.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biomedicines14040812/s1, Figure S1: Transcriptomic profiling of cortical development; Figure S2: Gene Ontology (GO) network showing autophagy and linked pathways. Figure S3: Enrichment analysis of autophagy and lysosomal pathways. Figure S4: Autophagy and synaptic-related processes are co-regulated during cortical maturation. Figure S5: Synaptosomal enrichment analysis. Figure S6: Proteomic profiling of developing cortical synaptosomes. Figure S7: Functional and spatial distribution of synaptic proteins.

## Abbreviations

The following abbreviations are used in this manuscript:

mTOR	Mechanistic Target of Rapamycin
AMPK	AMP-Activated Protein Kinase
ULK1	Unc-51-Like Autophagy Activating Kinase 1
LKB1	Liver Kinase B1
SEM	Standard Error of the Mean
NGF	Nerve Growth Factor
TRKA	Tyrosine Kinase A
PICK1	Protein Interacting with PRKCA 1
SHANK3	SH3 And Multiple Ankyrin Repeat Domains 3
TIM23 or TIMM23	Translocase of Inner Mitochondrial Membrane 23

# Supplementary material for: Combined Transcriptomic and Proteomic Profiling Uncovers Developmental Dynamics of Autophagy in the Cortex
**Source:** Biomedicines. 2026 Apr 2;14(4):812. doi: 10.3390/biomedicines14040812
**Supplement:** Supplementary file 1

## Supplementary Figure S1

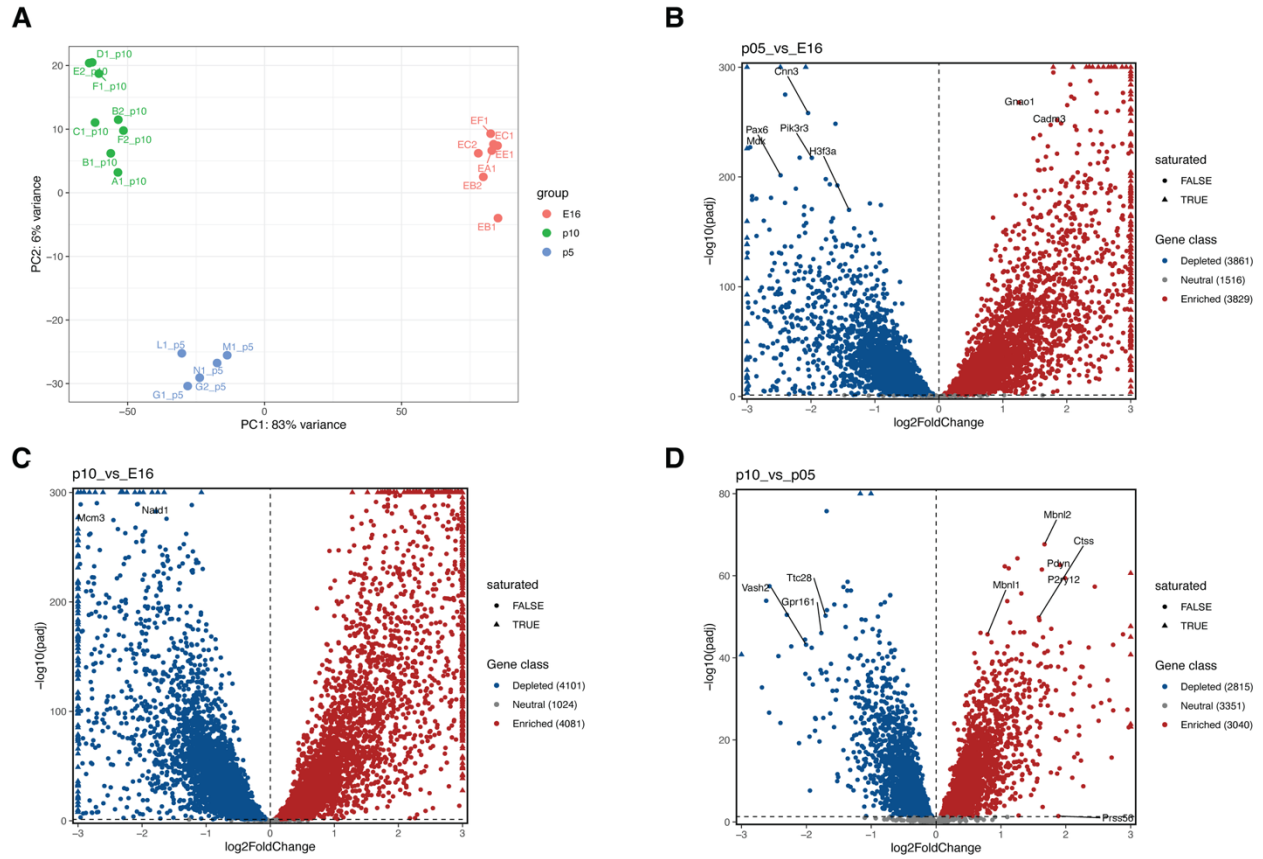

Supplementary Figure 1. Transcriptomic profiling of cortical development. **(A)** Principal component analysis (PCA) plot of sequenced samples at E16 ( $n=7$ ), P5 ( $n=5$ ) and P10 ( $n=8$ ) cortices. The percentage of variance explained by the first (PC1) and second (PC2) components is indicated. Samples from different time points are clearly separated, highlighting stage-specific transcriptomic signatures during cortical development. **(B-D)** Volcano plot showing differentially expressed genes (DEGs) for the indicated comparison: **(B)** P05 vs E16, **(C)** P10 vs E16 and **(D)** P10 vs P05. The number of DEGs with a Log2FoldChange  $< 0$  (down-regulated genes) or  $> 0$  (up-regulated genes) is also indicated, considering an adjusted p-value ( $p.adj$ )  $< 0.05$ . In detail, when comparing the transcriptomic profiles to the early E16 stage, P5 exhibited 7690 deregulated genes, with 3829 showing increased expression (up-regulated) and 3861 showing decreased expression

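The genes labelled in the volcano plots of Supplementary Figure S1B-D are 18, 7 of them for P5 vs. E16, 2 for P10 vs. E16 and 9 for P10 vs. P5. All 18 passed the threshold in their comparison, each in the direction the plots show. Cadm3, a cell adhesion gene on chromosome 1 of mm10 from 173333258 to 173367695, rose from 285 ± 17.9 CPM (SD, n = 7) at E16 to 963 ± 47.7 (SD, n = 5) at P5, a log2 fold change of 1.76 (standard error 0.0507, adjusted p = 4.61e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mbnl2 rose by 1.67 from P5 to P10 (standard error 0.0943, adjusted p = 4.69e-11 from the same test), and Ttc28 fell by 1.70. P2ry12, a microglial gene, rose by 1.98 in the same interval. Prss56 had the largest adjusted p of the 18 genes, with a log2 fold change of 1.88 for P10 vs. P5 (standard error 0.793, adjusted p = 0.0451 from the same test), and its P5 library G1 lay far below the other 4. The P10 libraries were spread as well, with 17 to 1485 Prss56 counts against 20 to 264 at P5, so both stages overlapped. When genes were kept by edgeR's filterByExpr, Prss56 did not pass (adjusted p = 0.0535).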

(down-regulated) (Supplementary Figure 1B). As development progressed to P10, we observed a total of 8182 DEGs (4081 up-regulated and 4101 down-regulated genes) (Supplementary Figure 1C). 

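For P10 vs. E16, 4304 DEGs were higher at P10 and 4442 lower, and 3239 of the 8746 changed at least 2-fold. No overlap between the libraries of both stages was seen for 6864 genes, 69.3% of those tested, where chance gives 0.0311%. Mobp, a myelin gene on chromosome 9 of mm10 from 120149707 to 120176091, had 0 to 2 counts per library at E16 and 1280 to 4951 at P10, so it was at least 870-fold higher. Cplx3, with an E16 mean near the limit of 3 counts, had a fitted log2 fold change of 8.96, and Vip one of 8.45. The largest decreases were those of Igfbpl1, with a log2 fold change of -7.13 (standard error 0.214, adjusted p = 1.62e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Eomes, with -7.07, and Hbb-y, which was at least 64.3-fold lower at P10.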

Remarkably, a direct comparison between P10 and P5 revealed a less extensive genetic remodeling, with 5855 genes undergoing deregulation (3040 up-regulated and 2815 down-regulated genes at P10) (Supplementary Figure 1D).

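Between P5 and P10, 3078 DEGs were higher at P10 and 2982 lower, and 442 of the 6060 changed at least 2-fold. No overlap between the libraries was seen for 3537 genes, 35.7% of those tested, where chance gives 0.155%. Mobp had a fitted rise of 8.35 on the log2 scale, whose size is uncertain with 1 to 22 counts per library at P5. Mag, another myelin gene, rose by 4.08 (standard error 0.25, adjusted p = 6.31e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Pvalb by 3.95. The largest decreases were those of Draxin, with a log2 fold change of -3.44, Efna4, with -2.68, and Mex3a, with -2.62 (standard error 0.15, adjusted p = 4.82e-11 from the same test). At E16, library B1 had Efna4 and Mex3a values above those of the other 6 libraries.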

## Supplementary Figure S2

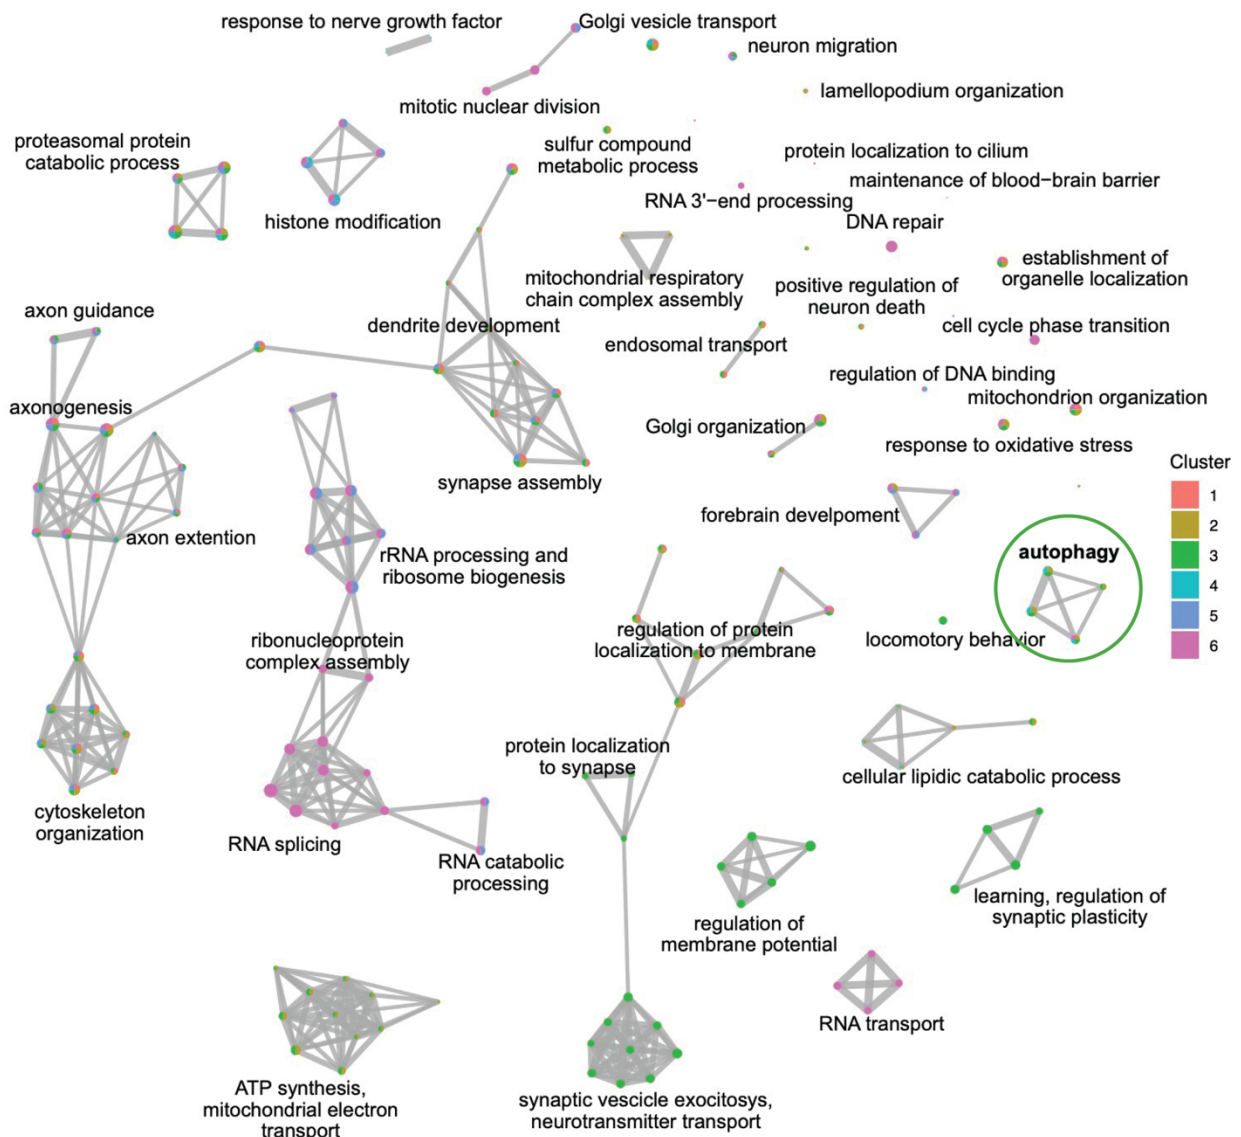

Supplementary Figure 2. Gene Ontology (GO) network showing autophagy and linked pathways. Functional network analysis displaying the relationships between various biological processes and autophagy. Each node (circle) represents a GO term, and the lines connecting them indicate a significant functional relationship or shared genes. The nodes are color-coded based on which cluster they belong to, as indicated by the legend. The cluster highlighted by a green oval contains terms related to autophagy.

### Supplementary Figure S3

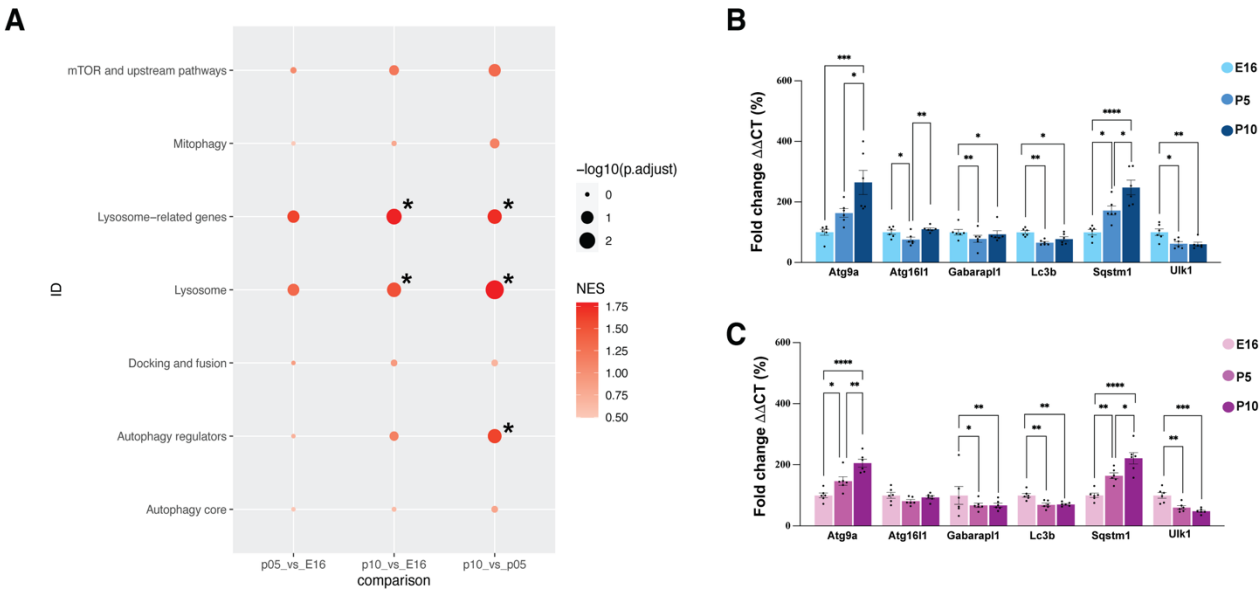

Supplementary Figure 3. Enrichment analysis of autophagy and lysosomal pathways. **(A)** The dot plot displays the results of a Gene Set Enrichment Analysis (GSEA) for specific autophagy, lysosomal, and associated regulatory pathways (y-axis) across three developmental comparisons (x-axis). **(B and C)** Relative mRNA levels of core autophagic genes are shown in males **(B)** and females **(C)** WT mice cortices at E16, P5 and P10. Gene expression was normalized to the

### Supplementary Figure S5

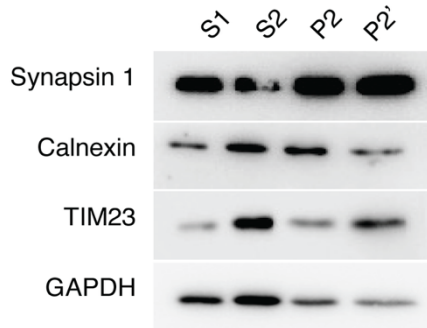

Supplementary Figure 5. Synaptosomal enrichment analysis. The enrichment of the synaptosomal fraction was assessed by measuring the expression levels of Synapsin 1 in the P2' fraction. The purity of these fractions was further evaluated by quantifying the abundance of two cellular markers: Calnexin, representing endoplasmic reticulum (ER) and TIM23, representing mitochondria. As shown, the P2' fraction is highly enriched in Synapsin1, whereas Calnexin and TIM23 are present at low levels, confirming the specificity of the synaptosomal preparation.

Supplementary Figure S6

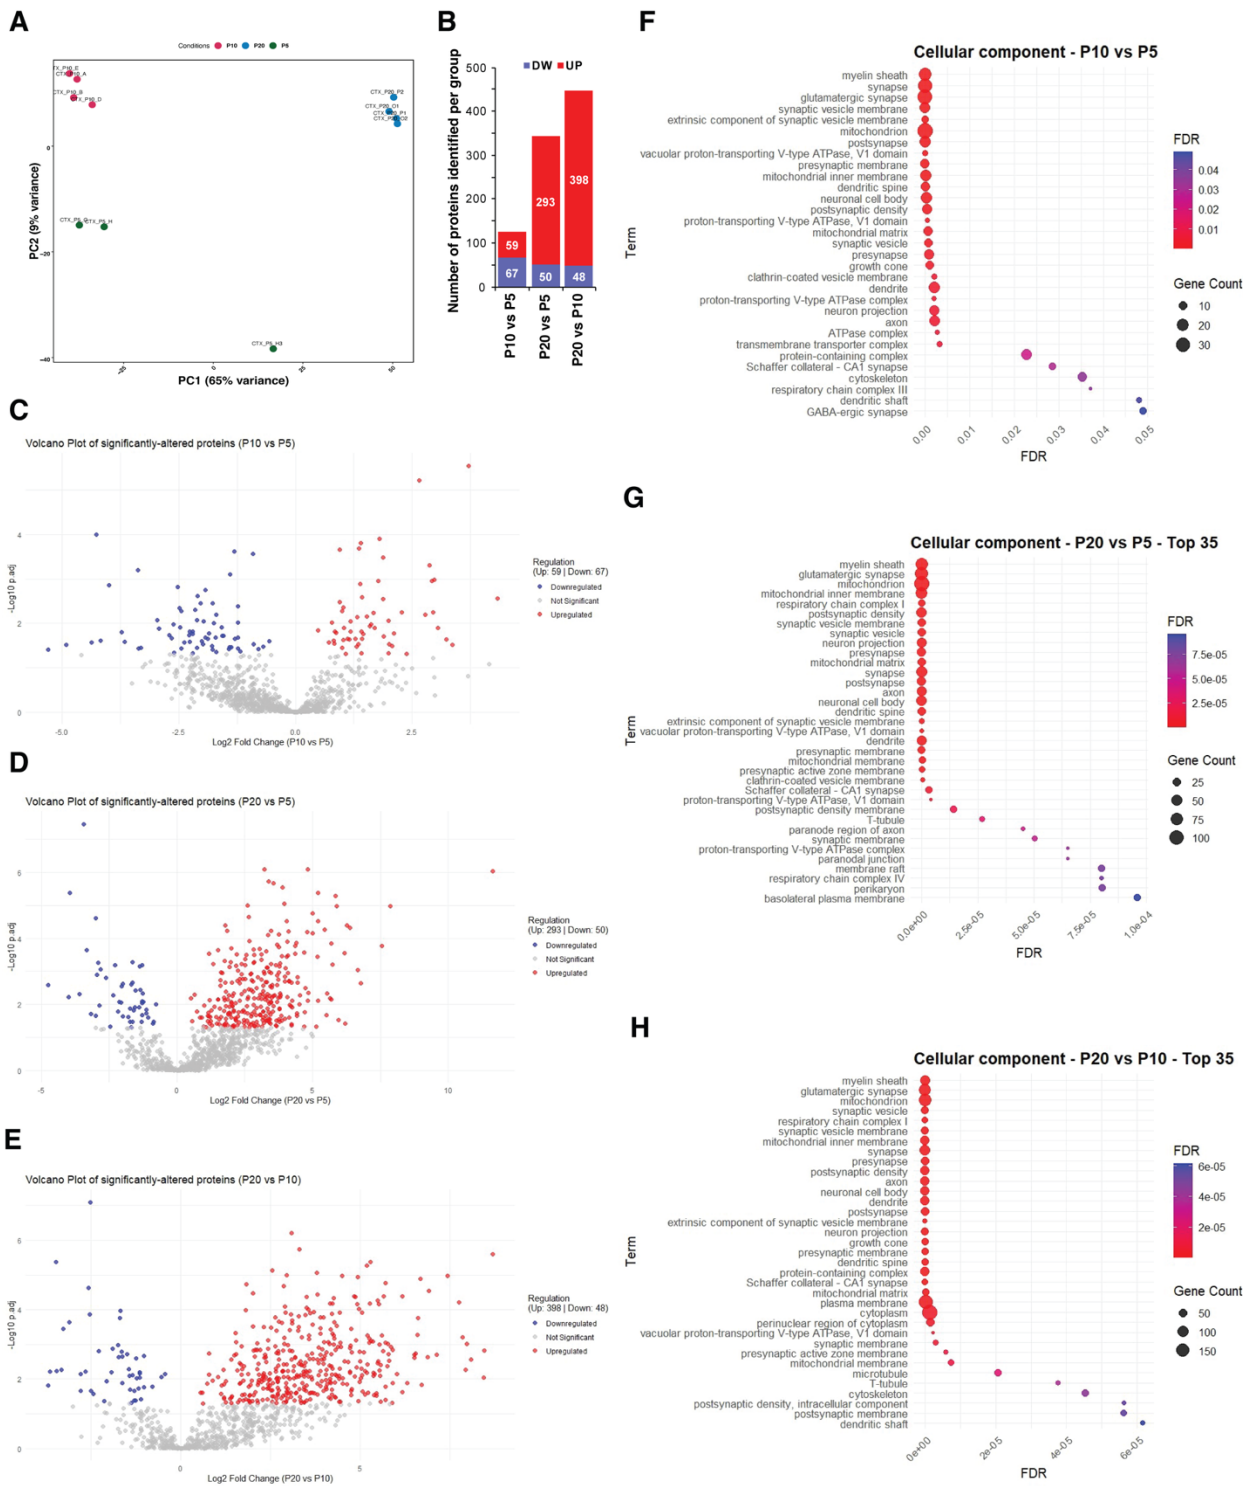

Supplementary Figure 6. Proteomic profiling of developing cortical synaptosomes. **(A)** Principal component analysis (PCA) plot of sequenced samples at P5 ( $n = 3$ ), P10 ( $n = 4$ ) and P20 ( $n = 4$ ) cortices. The percentage of variance explained by the first (PC1) and second (PC2) components is indicated. Samples from different time points are clearly separated, highlighting stage-specific proteomic signatures during cortical development. **(B)** Bar diagram reporting the number of differentially expressed proteins (DEPs) among the three comparisons. **(C-E)** Volcano plot representing the number of deregulated proteins in each comparison (**C**, P10 vs P5; **D**, P20 vs P5 and **E**, P20 vs P10), with an adjusted p-value ( $p.adj$ )  $< 0.05$ . **(F-H)** Gene Ontology (GO) enrichment analysis showing the most significantly enriched cellular component categories in each comparison. Categories are ranked based on statistical relevance, while the dot size corresponds to the number of differentially expressed proteins associated with that specific cellular component term. On the x axis is indicated the statistical significance of the enrichment for each term.

Supplementary Figure S7

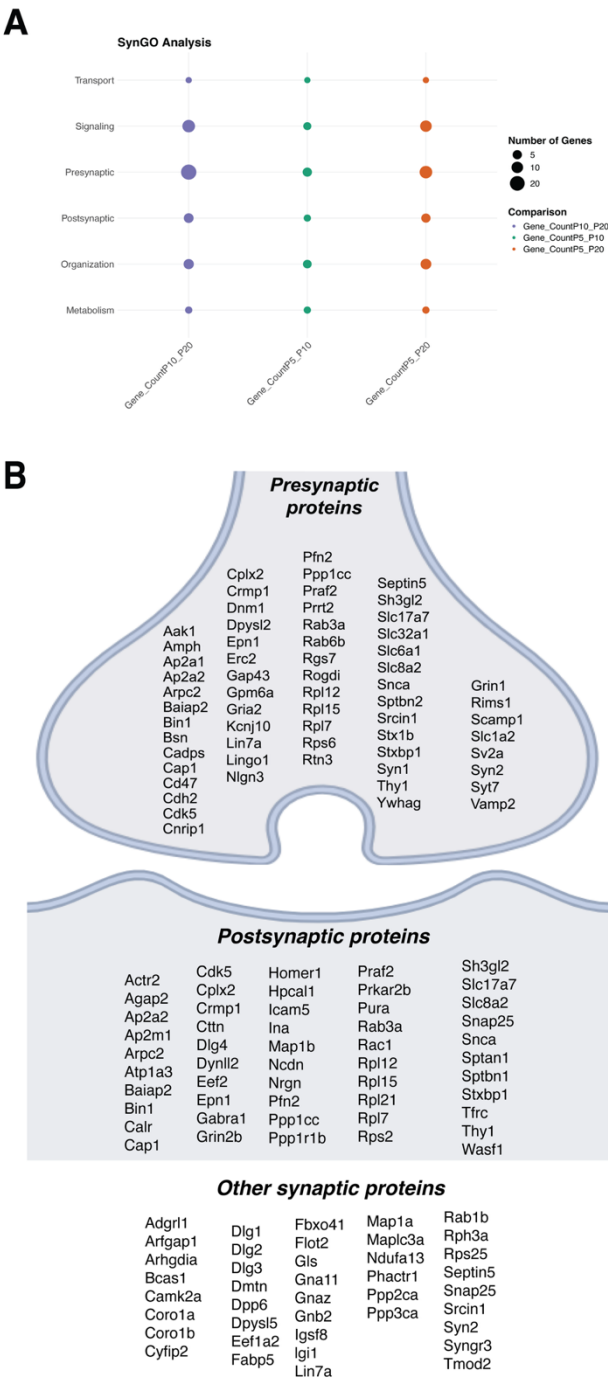

Supplementary Figure 7. Functional and spatial distribution of synaptic proteins. **(A)** SynGO analysis indicating the six categories and number of gene enriched in each term and comparison. **(B)** Topology of synaptic protein identified in purified cortical synaptosomes.

How the deposited data were processed for this re-analysis (not part of the article)

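RNA from mouse cortices at E16, P5 and P10 was sequenced, and the authors deposited raw read counts per gene for 20 libraries, 7 from E16, 5 from P5 and 8 from P10. The methods state that reads were trimmed with Trimmomatic, mapped to mm10 with STAR and counted on the GENCODE vM22 annotation with featureCounts. The paper's text does not name the versions of these tools, the strand setting or the treatment of reads that map to several places. The deposited counts carry no normalization, and 1 column holds 1 library. The other deposited column that was used is the length of each gene, the summed length of its exons in bases as the authors' counting program lists it. Gene positions are those of the same table. The table names 55376 genes by symbol, of which 54510 were found in the GENCODE vM21 annotation, which gave the type of each gene, and 22281 were paired with an Entrez identifier. The columns were checked to hold whole numbers, and the replicate columns were checked against each other for copies, with a chi-square per gene of 10.9 to 71.4 between replicates.

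Stages were assigned from the sample names, and each library counted as 1 replicate. The methods describe RNA from 5 to 8 male and female cortices pooled together, without making clear whether each library is such a pool. Xist and Y-linked counts, both high in every library but C1 of E16 and M1 of P5, argue against single cortices for the others. The IDs A1, B1, B2, C1 and F1 occur at both E16 and P10, in different animals, and a letter can be shared by 2 libraries of a stage; the paper's text does not say what the letters mean. Library totals were 32981999 to 51463726 counts. A gene with 3 counts in a library, taken as the smallest amount the depth can show, has 0.0583 to 0.0910 CPM. This limit covers counting error only, since reads without molecular identifiers are not independent molecules.

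Genes were tested when their mean FPKM was at least 5 and their mean count at least 10 in the same stage, in at least 1 stage, which left 9899 genes. The paper's own filter, stated in similar words, left 9211. Counts were normalized with TMM and tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood test, with 1 coefficient per stage and all 20 libraries in the fit. P values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The paper used DESeq2, which served here as an alternative in version 1.42.0. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The procedure was tested on simulated data, in which 200 of the 9899 genes were changed 2-fold, in P10 vs. P5 only. It recovered 99.0% of them, and 3.42% of the genes it called had not been changed. In the deposited data, 442 of the 6060 DEGs of P10 vs. P5 changed at least 2-fold. The simulation therefore gives no rates for smaller changes, nor for data in which most genes change.

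Log2 CPM used a prior count of 2. DEGs were divided into 6 groups by hierarchical clustering. Gene lists of core autophagy, lysosome, V-ATPase, mTOR and upstream signaling, docking and fusion, mitophagy and synaptic genes, and of markers for other cell types, were drawn up by hand before the counts were read. They are neither GO:0006914 nor the list of Bordi and colleagues, which were not used here. Enrichment of the 7 lists was computed with fgsea 1.28.0 and, as an alternative, with camera of limma 3.58.1. Scores per library were compared by exact permutation tests, two-sided unless stated. Reactome terms, chosen to match pathways that the paper shows in Figures 1B and 2B and its supplement, were taken from the mouse sets that fgsea carries and tested with Fisher's exact test against 3467 annotated genes, one-sided for over-representation. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

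The genes named in the text follow a rule set in advance. They are the genes the paper names in its primer table, volcano plots and blots; for each comparison, the 3 largest increases and the 3 largest decreases among DEGs whose libraries do not overlap between stages; and up to 5 genes per list with the largest change from E16 to P10. Alternatives were tried for the test, the normalization, the filter, the threshold, the number and depth of libraries, the libraries of P5 left out in turn, the principal components, the clustering, the ranking and the scores. Of 50 genes whose changes are given, 29 overlap another gene of the table, and none of the overlapping genes had a higher mean CPM at any stage. The qPCR, proteomic and immunoblot experiments of the paper were not analysed here. Results for some genes and pathway terms among those tested are not reported here.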

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

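In this part, the test of choroid plexus carry-over was chosen only after the result was seen; the others were set before their results were seen. The expression filter, the comparisons and the gene lists were set before the data were examined.

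In each stage of 5 to 8 libraries, the distance of the most extreme library to its nearest neighbour was compared with the whole range of the stage. Of 205 groups of values tested, 9 exceeded the critical value, where 10.2 would be reached by chance at 1 in 20 (binomial p = 0.701). The number of such values is therefore no larger than chance gives. Of these values, 44.4% fell in the library with the lowest or the highest total of its stage, under the 50% set before the result was seen but above the 30.3% that chance would put there. Because several of the 9 come from the same library, a part played by depth is left open. Library B1 of E16 accounts for 3 of the 9 and library C1 of E16 for 2.

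In library B1 of E16, the choroid plexus marker score was 3.10, against 4.24 to 4.84 in the other 6 libraries, a gap of 0.65 of the range. The same library had the highest Efna4 and Mex3a values of its stage, with gaps of 0.592 and 0.613 of the range. The amount of choroid plexus carried over in dissection is a candidate explanation for the marker score that was not tested at E16. The test made concerns another stage: the spread of these markers within P10 lay at percentile 100 of 10000 random lists of the same size (SD 1.27 against a median of 0.148). With 9 values where 10.2 are given by chance, the gaps of Efna4 and Mex3a cannot be told apart from chance. No biological explanation was tested for the values of library B1.

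In library C1 of E16, Xist reached 660 CPM, against 243 to 387 in the other libraries (gap 0.656 of the range), and the Y-linked genes stood at 0.49 CPM, against 52.1 to 80.4 (gap 0.645). Xist and Y-linked values ran opposite to each other over the 7 E16 libraries, with a Pearson's r of -0.982 (exact permutation p = 0.000794, Spearman's rho -0.964, r -0.941 without the 2 farthest libraries), and over the 8 P10 libraries, with an r of -0.945 (exact permutation p = 0.000174, rho -0.952, r -0.892 without the 2 farthest libraries). Over the 3 relations computed between library measures, the Benjamini-Hochberg adjusted p was 0.00119 and 5.21e-04 (exact permutation tests). This is consistent with libraries that differ in their share of female and male RNA, and library C1 of E16 may hold RNA from female cortices alone. At P5, library M1 had an Xist value of 0.255 CPM, the lowest, and Y-linked genes at 118 CPM, the highest of its stage. The libraries were not grouped by sex, and the paper describes the pooling of both sexes.

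Among single genes, Map1lc3a at P10 was highest in library B1 (gap 0.551 of the range) and Atg16l1 at P10 was lowest in library F2 (gap 0.550). Ctsd at P5 was highest in library L1 (gap 0.715), and Prss56 at P5 was lowest in library G1, at -0.87 log2 CPM against 1.77 to 2.60 (gap 0.761). With 205 groups tested, each of these gaps may be due to chance, for which the binomial p was 0.701. The log2 fold change of Prss56 between P5 and P10 ranged from 1.60 to 2.13 when 1 P5 library was left out in turn, and its adjusted p from 0.0998 to 0.0479 (edgeR).

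The paper tested genes above an FPKM minimum. Among 10565 genes below it that edgeR's filterByExpr kept, 7371 passed the threshold between P10 and E16, 3795 higher and 3576 lower, 4577 with an absolute log2 fold change of at least 1 and 4676 of them protein-coding. P5 vs. E16 gave 6060 and P10 vs. P5 gave 3091. Their median expression at P10 was 1.46 CPM. Noise at low counts would give directions that do not repeat, whereas 98.9% of the 5618 genes called in a part of 9 libraries changed the same way in the other 11. Noise at low counts therefore does not account for the calls. Reads of an overlapping gene would make overlap more frequent, and 54.6% of the called genes overlap another gene. The share was 50.1% among the genes above the minimum. Genes below it that were not called were not compared, so the part of overlapping genes is left open. A developmental change in genes of low expression is a hypothesis. Other technical causes, such as shared reads of paralogs, were not tested.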

How the results depend on the processing

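Upper quartile normalization of list scores, and the alternatives of the Reactome terms and of the number of DEGs in the autophagy lists, were chosen after seeing the data.

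Of 67 alternative DEG counts, 57 stayed within 1.5 times the count reported. The exceptions came from the filter and the threshold. With edgeR's filterByExpr the counts were 14093 for P5 vs. E16, 16052 for P10 vs. E16 and 17439 in any comparison, and with no filter beyond a total count of at least 1 they were 14642, 17971 and 19931. With an added absolute log2 fold change of at least 1 they were 2262, 3239, 442 for P10 vs. P5 and 3440 in any comparison. The same threshold left 45 DEGs in the autophagy lists and 13 tests of Reactome terms. The cause was not tested. DESeq2 gave 8186, 8770 and 6168 DEGs, with 99.9%, 99.5% and 98.8% of the calls kept in the same direction. Where calls were compared gene by gene under the same threshold, the smallest share kept was 87.2%, for P10 vs. P5 with no filter. Leaving out each P5 library in turn gave 7968 to 8038 DEGs for P5 vs. E16 and 5594 to 5864 for P10 vs. P5. A replicate block for the ID that E16 and P10 libraries share gave 8853 DEGs for P10 vs. E16, with 99.8% of the calls kept, and a block for the ID letter gave 8708. The libraries sharing an ID are from different animals, and the mean correlation of their deviations from the stage mean was 0.0760 over 5 pairs, against -0.00691 for other pairs, so a paired design had no basis in the values.

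Upper quartile normalization moved the median log2 fold change of all genes by -0.136 in P5 vs. E16, -0.179 in P10 vs. E16 and -0.0426 in P10 vs. P5, and lowered the share of DEGs that were higher to 41.3%, 40.9% and 43.6%. In P10 vs. E16, 21 calls took the opposite direction. Directions of lists and genes with small changes are therefore relative to the scaling.

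The PC1 share of variance was 91.4% with variance-stabilized values of the 500 most variable genes, 87.2% with those of all genes tested, 66.7% with unit variance per gene, and from 86.2% to 86.5% across the 5 fits that each left out one P5 library. The cause was not tested. The distance 1 minus Pearson correlation is equivalent to the Euclidean distance on scaled values and cannot move the groups.

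Of 189 alternative enrichment scores, 181 kept their direction and their side of the threshold. Of the others, 3 reversed, 3 became stronger and 2 weaker. The V-ATPase list in P5 vs. E16 had an NES of 1.62 with filterByExpr (adjusted p 0.0589 with fgsea, over a range of 0.0014 to 0.0589 across its alternatives), and from 1.63 to 1.66 across the fits without 1 P5 library. Camera gave the docking and fusion list in P5 vs. E16 a mean log2 fold change of 0.231 (adjusted p 0.0226 with limma, the others being 0.0791 to 0.775), and the core autophagy list in P10 vs. P5 one of 0.148 (adjusted p 0.0185). Ranking by the signed root of F gave the core autophagy list in P10 vs. P5 an NES of 1.81 (adjusted p 0.00351 with fgsea, the range reaching 0.182). With filterByExpr, scores near 0 reversed for the mTOR list in P10 vs. E16 (0.467) and P10 vs. P5 (0.399) and for the docking and fusion list in P10 vs. P5 (0.378). The cause was not tested.

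Of 141 alternative list scores, 130 stayed the same. The core autophagy score in P5 vs. E16 reversed with per-gene z scores (-0.000272, exact permutation p = 0.995) and with upper quartile normalization (-0.0379). Upper quartile normalization also reversed the mitophagy score (-0.0381) and the mTOR score (-0.130) in P5 vs. E16. RLE size factors reversed the mTOR score in P10 vs. E16 (0.00902) and P10 vs. P5 (0.000597). The cause was not tested. 5 other scores changed, 3 stronger and 2 weaker. The correlation of autophagy and synaptic scores at P10 was 0.376 with the lysosome list in place of core autophagy (exact permutation p = 0.354), and the cause was not tested.

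For single genes, 423 of 433 values stayed the same. Map1lc3b in P10 vs. P5 ranged from -0.046 to 0.000818 when 1 P5 library was left out in turn (adjusted p 0.99 with edgeR at the upper end), a reversal of a value near 0 whose cause was not tested. 9 other values changed, 5 weaker and 4 stronger. With upper quartile normalization, tried for genes after seeing the data, Ctsd in P5 vs. E16 turned to -0.02, and Atg16l1 in P5 vs. E16 stood at 0.01 (adjusted p 0.878 with edgeR).

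The floor of 3 counts limits folds against stages where a gene is near absent, such as Hbb-y after birth and Mobp at E16, to lower bounds. The E16 mean of Cplx3 also lay within the range of this floor, so its fitted folds are uncertain in size. Mobp had 1 to 22 counts per library at P5, so its fitted fold from P5 to P10 is uncertain in size as well.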

Differences from the paper's values

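Of the paper's values for the numbers of DEGs, of genes tested and of the variance on the principal components, none differed from the value of the same measure here by more than 1.5-fold. The paper's number of genes tested, 9211, stands beside 9899 here, and the paper's DEG counts of 7690, 8182 and 5855 stand beside 8133, 8746 and 6060. PC1 and PC2 are about 83% and about 6% in Supplementary Figure S1A, read by eye, beside 85.5% and 5.28%. Among the alternatives set before the data were examined, edgeR's filterByExpr, no filter on low counts and an added absolute log2 fold change of at least 1 moved DEG counts beyond 1.5-fold of the paper's, and variance-stabilized values of the 500 most variable genes or unit variance per gene did so for PC2.

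The paper places autophagy-related genes in clusters 2, 3 and 4 of Figure 1. With groups formed here from all DEGs, whose numbers are not the paper's, 116 of 222 DEGs of the autophagy and lysosome lists lay in group 1, low at E16 and highest at P10, and 17 and 18 in groups 2 and 3, which also stand higher at P10 than at E16.

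The paper's dot plot ranks P10 vs. E16 as the comparison with the most significant enrichment of lysosome genes. Here the lysosome list, which is another list than the paper's, had a larger NES in P10 vs. P5 (2.02) than in P10 vs. E16 (1.58), with genes ranked by log2 fold change. The paper's summary of its autophagy and lysosomal sets together places the most significant changes between P5 and P10, and the order of the NES values differs from the dot plot but not from that summary. The order was the same with camera, whose adjusted p from limma was 1.04e-06 for P10 vs. P5 and 0.000567 for P10 vs. E16. The difference in the score per library cannot decide the order. The difference for P10 vs. E16 (0.483) contains that for P10 vs. P5 (0.286) and must be larger when P5 lies above E16.

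The paper reports the mTOR and the LKB1 and AMPK pathways, phosphatidylinositol metabolism and angiogenesis as enriched in groups of autophagy genes. Among all DEGs, the Reactome terms for mTOR signaling, LKB1 and AMPK, phosphatidylinositol metabolism and VEGF signaling did not pass the threshold in any comparison or group with the genes tested here. The smallest adjusted p of these terms in a comparison was 0.107 (Fisher's exact test), for phosphatidylinositol metabolism in P5 vs. E16, which passed among the genes kept by edgeR's filterByExpr (adjusted p 0.0396), an alternative chosen after seeing the values.

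By qPCR in other samples, the paper finds Atg16l, Gabarapl1 and Lc3 lower at P5 than at E16. Those values are relative to cyclophilin, whereas the values here are relative to the TMM scaling. In the sequenced libraries Gabarapl1 was higher, with a log2 fold change of 0.77, and Atg16l1 was higher, with 0.14. The difference for Atg16l1 depended on the scaling. With upper quartile normalization, tried after seeing the data, it stood at 0.01 (adjusted p 0.878 with edgeR). Map1lc3b, the only Lc3 gene in the paper's primer table, was lower, with -0.23, and did not differ from the paper in this. Map1lc3a, which has no primers there, was higher, with 1.54. The paper finds little to no change by qPCR for Foxo1, Foxo3, Hif1a and Tfe3, whereas Foxo3 and Tfe3 were higher in the sequenced libraries at P10 than at E16, with log2 fold changes of 0.62 and 0.60. The other 2 changed little, with log2 fold changes from E16 to P10 of -0.16 for Hif1a and -0.05 for Foxo1. Hif1a was nonetheless called lower, so whether it differs from the paper depends on what counts as little change. Foxo1 lay below the FPKM minimum and was tested with the genes kept by edgeR's filterByExpr.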

Other observations

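The tests of the striatal marker spread and its sample numbers, of the share of DEGs that follow erythroid and choroid plexus markers, and of the median of the core autophagy list were chosen only after the result was seen.

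The number of DEGs in each comparison was set against other splits of the same libraries. For P5 vs. E16, 1 of the 100 splits drawn gave as many genes, the real one, and the others gave a median of 0 and at most 6726. For P10 vs. P5, 1 of 100 did, with a median of 0 and at most 4117 for the others. For P10 vs. E16, 1 of 100 splits that part all 5 libraries sharing an ID did, with a median of 0 and at most 7917 for the others. Splits without that restriction also gave 1 of 100, with at most 7864. The grouping of the libraries by stage is thus not matched by the other groupings that were drawn, which are only a part of those possible.

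P10 vs. P5 had fewer DEGs than P5 vs. E16. An unequal number of libraries per stage does not account for it, since the ratio of both counts was 0.695 with 5 libraries per stage, and depth does not either, since it was 0.740 with counts thinned to the smallest total. A smaller change after P5 may be developmental, as a hypothesis.

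The lysosome score rose from P5 to P10 together with the microglia marker score, which went from 2.81 at E16 to 3.08 at P5 and 4.45 at P10. Microglial genes within the list are not the main source, since the rise kept 88.8% of its size without 9 such genes. Within P10, however, the lysosome score followed the microglia score (Pearson's r 0.715, exact permutation p = 0.046, Spearman's rho 0.810, exact permutation p = 0.0218, r 0.792 without the 2 farthest libraries, Benjamini-Hochberg adjusted p 0.184 over 8 correlations), so a changing microglial share may contribute and cannot be excluded. Scores of other markers moved as well: astrocyte markers went from 4.74 at E16 to 7.04 at P10, oligodendrocyte markers from 1.31 to 5.98 and progenitor markers from 6.65 to 3.35. Changes in these bulk libraries may therefore mix changes within cells and changes in the share of cells, which were not separated here.

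Core autophagy and synaptic scores both rise across stages. Within P10, a 1-sided exact permutation test of their correlation gave p = 0.0211, without adjustment. The two-sided test did not pass over 8 correlations (Benjamini-Hochberg adjusted p 0.184), nor without the 2 farthest libraries (exact permutation p = 0.292). Whether the scores are related beyond the shared change between stages is therefore left open. At E16 the 1-sided exact permutation test gave p = 0.337, and whether the stages differ in this was not tested. With the first principal component within the stage removed, r was 0.433 at E16 and 0.812 at P10.

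The core autophagy score was higher at P5 than at E16 although the median log2 fold change of its 41 genes was -0.00615. With a median below 0, the rise in the score was not shared by most of the genes. Their mean was 0.0970 and fell to 0.00433 without the 5 genes with the largest changes. Those 5 were picked for their size and random lists were not treated alike, so the fall alone cannot decide how few genes carry the rise.

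Log2 fold changes from E16 to P10 rose with the span of the gene on the genome, across 9868 genes (Pearson's r 0.149), which are not independent replicates. Of all genes sorted by span, the fifth with the shortest spans had a median log2 fold change of -0.18 and the fifth with the longest of 0.27. GC content and exon length do not explain the slope, which kept 138% of its size with both in the model (0.408 against 0.295). Longer genes may belong to functions that rise in the maturing cortex, which is a hypothesis.

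Libraries of a stage that share an ID letter deviated together from the stage mean more than other arrangements of the letters gave, with a mean r of 0.0388 over 5 such pairs against -0.171 (1-sided exact permutation over 220500 arrangements, p = 0.00522). Values per pair were 0.197 and 0.145 at E16, -0.0132 at P5, and -0.0797 and -0.0550 at P10. A litter or a dissection batch behind the letter is a candidate explanation, and the paper's text does not say what the letters mean.

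The PC2 score spread within P10 was not related to depth (Pearson's r -0.176, exact permutation p = 0.681, Spearman's rho -0.214, r 0.00205 without the 2 farthest libraries).

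The striatal marker score ran from 3.84 to 5.90 over the P10 libraries, and its SD of 0.878 lay at percentile 100 of 10000 random lists (median SD 0.0543), as did the choroid plexus score. Striatal tissue carried over in dissection is a candidate explanation. The 3 libraries with the number 2 in their ID all lay above the 5 with the number 1, at 5.69 to 5.90 against 3.84 to 4.76 (exact permutation p = 0.0179, the smallest that 56 splits allow). The same order was found only in part at the other stages. At P5, library M1 (4.99) lay above library G2 (4.46), which lay above the remaining libraries. At E16, library B2 lay below 4 of the 5 libraries with the number 1, whereas library C2 had the highest value of the stage (3.605). What the number stands for is unknown, so an order of dissection cannot be told apart from other causes, and no biological explanation was tested.

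Erythroid and choroid plexus markers were higher at E16, at 5.26 and 4.28 against 0.927 and 1.54 at P5. Leaving out the 431 genes that followed either score within E16 lowered the count of DEGs for P5 vs. E16 by 4.50%, to 7767. These genes are 4.35% of the genes tested, so any set of that size would lower the count by about as much, and the part of carry-over in the number of DEGs cannot be told from this test. Of the 431 genes, 105 were called lower at P5, the direction carry-over at E16 would give. The fall in the count implies that more of them were called higher, the opposite direction.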
